# Chronic Intermittent Hypoxia Exposure Induces a Unique Microglial Transcriptome in 5XFAD Mice

**DOI:** 10.1007/s12035-025-05390-7

**Published:** 2025-11-19

**Authors:** Kaitlyn M. Marino, Andrea C. Ewald, Jaidynne N. Lash, Erin C. McCann, Shibani Ram, Phinea Z. Romero, Tao Wang, Abigail L. Watters, Abigail B. Radcliff, Daniel C. Shippy, Tracy L. Baker, Tyler K. Ulland, Jyoti J. Watters

**Keywords:** Neuroinflammation, Intermittent hypoxia, Microglia, Amyloid

## Abstract

Clinical observations suggest that obstructive sleep apnea (OSA) and Alzheimer’s disease (AD) pathology may be linked; however, causal mechanisms and relationships are unclear. To investigate the potential interaction between amyloidosis and intermittent hypoxia (IH), a hallmark of OSA, starting at 4 months of age 5XFAD mice were exposed to chronic IH (CIH) consisting of 20 episodes per hour of hypoxia for 12 h/day, daily for 4 months (males) or 6 months (females). CIH did not induce significant changes in amyloid burden or the number of astrocytes in males or females, but there was a slight decrease in the number of microglia observed in the cortex of 5XFAD mice of both sexes. To further explore this effect, we performed bulk RNA sequencing on isolated microglia. In WT mice, the most robust gene changes induced by CIH were identified in male microglia, many of which were pro-inflammatory. In microglia from 5XFAD mice, compared to normoxia (NX), CIH exposure induced comparatively more DEGs in males. Further, in genes that were upregulated by CIH in WT vs 5XFAD mice of both sexes, there was an enrichment of pathways associated with oxidative phosphorylation, aerobic and cellular respiration, and ATP synthesis. These changes indicate that CIH has a more robust effect on the microglial transcriptome in 5XFAD mice than in WT mice, suggesting that the synergy between AD and OSA pathologies may be driven by metabolic changes in the microglial transcriptome. These observations are particularly interesting given the known sex differences in OSA and AD pathology in human disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-025-05390-7.

## Introduction

As the world’s population ages, identifying and leveraging known risk factors associated with cognitive decline are of increasing importance as they could lessen the significant financial, medical, and caregiver strains on society. Targeting chronic diseases that can become a co-morbidity to diseases of aging, like Alzheimer’s disease (AD) and related dementias, later in life may acutely improve patient health and modulate disease severity or onset. One of these potential co-morbidities is obstructive sleep apnea (OSA), which affects an estimated 1 billion people worldwide [1]. OSA is a form of sleep disordered breathing in which the airway is partially or completely blocked multiple times per hour during sleep, resulting in periods of intermittent hypoxia, hypercapnia, and sleep fragmentation [2]. Untreated, OSA can result in daytime sleepiness, fatigue, and diminished cognition [3, 4]. The primary treatment for OSA is the use of a continuous positive airway pressure (CPAP) device, worn during sleep, that keeps the airway open to help regulate blood gases. CPAP is effective in reducing symptoms and improving perceived health-related quality of life, but there is no evidence of significantly improved cognition in those with mild to moderate OSA [5–9]. CPAP is only effective, however, if individuals are willing to use it, but only an estimated 30–60% of patients reliably use their CPAP devices, despite recent advances that make the equipment more comfortable and user-friendly [10–12]. Neuroimaging studies have been used to probe the impact of OSA symptomology on brain structure. OSA correlates with thickening of several grey matter areas and can be stratified by the primary symptom type (hypoxia vs sleep disturbance) [13–15]. Also, white matter changes and reduced attention are exacerbated in individuals over 60 years old with severe OSA [16, 17]. Correlations between OSA and dementia have been identified [18, 19], so there is increasing interest in OSA as a potential contributor to neurodegenerative disorders, including AD [20, 21].

AD is a progressive disease thought to be driven by amyloid β (Aβ) plaque deposition, beginning decades prior to symptom onset, and the subsequent formation of neurofibrillary tau tangles (NFTs) [22]. A recent meta-analysis found that OSA was associated with elevated AD biomarkers in both the blood (total amyloid, Aβ_40_, Aβ_42_, and total tau) and cerebrospinal fluid (CSF) [23]. Recent lipidomic analyses have identified a unique signature in the CSF and blood of individuals with AD and severe comorbid OSA [24, 25] that is thought to be mediated by hypoxia-mediated inflammation, although additional studies are needed to confirm this. Further, positron emission tomography (PET) neuroimaging shows increased levels of amyloid in individuals with OSA [26]. APOE ε4, a major genetic risk factor for AD, is a secondary risk factor for cognitive decline, which is exacerbated with worsening OSA severity [27, 28]. Both OSA and AD cause neuroinflammation; while the mechanism for each pathology alone is thought to involve the activation of Toll-like receptor-4 (TLR4), the NACHT-, LRR-, and pyrin (PYD)-domain-containing protein 3 (NLRP3) inflammasome, ASC speck formation, and astrocyte activation, the cellular interaction between these pathologies remains unclear [29–33].

Given the paucity of sufficiently powered human studies, and the large overlapping populations between AD and OSA, we and others have turned to mouse models to examine the intersection of these disorders. One study examined the synergism of these pathologies using 1 month of CIH exposure, and found increased markers of astrocyte activation in the APP/PS1 mouse model, another AD-like cerebral amyloidosis mouse model [34]. Here, we employed the 5XFAD mouse model of AD [35] which develops rapid accumulation of amyloid pathology, and we exposed males and females to CIH for 4 or 6 months, respectively, to investigate the long-term effects of CIH on the glial response to amyloid pathology and disease burden.

## Materials and Methods

### Animal Care and Use

Wildtype (WT) females (C57BL/6J; JAX Stock #000664) were crossed with 5XFAD [35] male mice obtained from the Mutant Mouse Resource and Research Center at JAX (B6SJL-Tg (APPSwFlLon, PSEN1*M146L*L286V)6799Vas/Mmjax; JAX Stock #034840) and group housed in the University of Wisconsin-Madison School of Veterinary Medicine vivarium according to UW-Madison IACUC approved protocols #V005173 and #M006091. Mice were maintained on a 12-h light/12-h dark cycle with food and water provided ad libitum. Animals were anesthetized and perfused with cold Phosphate Buffered Saline (PBS) before tissue preparation. Females were harvested at 10 months of age while males were harvested at 8 months of age due to increasingly aggressive behavior that prevented group housing beyond this time.

### Chronic intermittent hypoxia (CIH)

Beginning at 4 months of age and until they reached the study endpoint, a total of 4 months and 6 months of treatment for males and females, respectively, were administered. Mice were exposed to intermittent hypoxia (IH) or room air (normoxia, NX) during their 12-h period of presumptive sleep, as described previously [33]. IH was achieved by alternating inspired oxygen levels between 6% O_2_ and 21% O_2_ over 90-s intervals. Mice subjected to NX conditions were exposed to the same noise and airflow as IH-exposed mice, but inspired O_2_ levels were consistent at 21% O_2_.

### Microglia Isolation

As described previously [36, 37], following cardiac perfusion, cerebral brain tissue was mechanically dissociated and placed in cold HBSS (Fisher #12–022-CM). Samples were then enzymatically digested with papain (from papaya latex, Sigma #P4762-500MG) and DNAse (Invitrogen #12185010) at 37 °C, gravity fed through filters and myelin was separated from the cells using 26% percoll solution (Cytiva #17089101) and centrifuged at 2100 rpm, at 4 °C for 15 min. The pellet was resuspended and incubated with anti-CD11b magnetic beads (Miltenyi Biotech #130-093-634) in IMAG (0.5% BSA and 2 mM EDTA in PBS) and run through primed magnetic columns (Miltenyi Biotech catalog #130-042-201). The isolated microglia were stored in TriZol (Invitrogen, 15596026) at −80°C.

### RNA Isolation and Sequencing Analyses

RNA isolation from n = 5 independent samples for each sex, genotype, and treatment was performed per the manufacturer’s instructions (Invitrogen, 15596026). Total RNA was sent to Novogene USA for bulk mRNA sequencing (NovaSeq6000 PE150, Illumina) and was aligned to the GRCm38/mm10 mouse genome. As we have reported previously [38], gene count files were imported into R and genes with a CPM > 1 in 3 samples were included. Differential expression analysis was calculated between groups using EdgeR [39]. 

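In a principal component analysis of log2 CPM values (edgeR's TMM normalization, prior count 1), the first component held 59.6% of the variance among the 9 female NX libraries. F 5XFAD NX 4 lay at −44.0 on it, among the 4 WT NX libraries (−52.2 to −31.5), and the other 4 5XFAD NX libraries lay between 31.2 and 68.0. Among the 10 libraries of 5XFAD NX and 5XFAD CIH females, F 5XFAD NX 4 lay at 97.8 on a first component that held 46% of the variance, and the other 9 lay between −34.8 and 10.3. Its median distance to the others was 112.1, against at most 76.1 for any other library of this comparison. Among the 9 WT female libraries, F WT NX 1 had the highest value on the second component (39.1, with 17.3% of the variance), and F WT CIH 1 had the largest median distance (81.2). The paper's text does not number the sample it identified. The log2FC values of its supplementary gene lists were therefore compared with refits that left out 1 library or none. For WT NX vs 5XFAD NX and 5XFAD NX vs 5XFAD CIH, the lists matched the refit without F 5XFAD NX 4, with a median absolute difference of 0.00037 and 0.000623. The other refits differed by at least 0.192 and 1.4, respectively. For WT NX vs WT CIH, the list matched the refit without F WT NX 1 (0.000397, against at least 0.177 for the others), so the omitted NX sample was not the same in every comparison. The lists of the other 5 comparisons matched refits of all samples.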

PCA plots were used to identify outliers (Fig S1-2) One female normoxia sample was identified as an outlier in several comparisons. Statistically significant comparisons had a false discovery rate (FDR) < 5% and a log_2_FC > 1. Gene ontology analyses were completed using the PANTHER Overrepresentation test [40] within the STRING analysis tool [41] using a high confidence (minimum required interaction score = 0.7); like GO terms are grouped at a similarity of 0.8.

### Tissue Fixation and Immunofluorescence Staining

Following perfusion with cold PBS, tissue was fixed in 4% paraformaldehyde for 48 h, rinsed with PBS, and sunk in 30% sucrose for 48 h. Tissue was oriented and then frozen in a 2:1 30% sucrose/Tissue Tek OCT compound (Sakura #4583) solution and stored at −80°C. Brains were sectioned into 40 µm (Leica) sections and stored in cryoprotection buffer (30% ethylene glycol, 30% sucrose in PBS). Sections were selected, blocked in confocal blocking buffer (3% BSA, 0.15% Triton-X100 in PBS) for 1 h and incubated with primary antibody to Iba-1 (Abcam ab5076; 1:1750) or GFAP (Alexa Fluor 488 Conjugated, Invitrogen 53–9892-82; 1:1000) overnight at 4°C. Floating sections were rinsed with PBS and incubated at room temperature with Alexa Fluor 488 Donkey anti-Goat secondary antibody (Abcam ab150129; 1:500), Methoxy-X04 (Tocris Biological #4920; 1:1000), and TO-PRO-3 (Thermo Fisher #T3605; 1:1000) in confocal blocking buffer. Sections were rinsed with PBS and mounted with Fluoromount G (SouthernBiotech, Cat. No. 0100-001) and #1 coverslips (Fisherbrand, Cat. No. 12541035) on superfrost slides (Fisherbrand Cat. No. 12–550-15).

### Confocal Microscopy

Immunofluorescent stained slides were imaged on a Nikon A1R+ in the Optical Imaging Core at the University of Wisconsin-Madison. Images were obtained as Z-stack using a 20X objective (NA = 0.75) at a step depth of 0.7 µm for each 40 µm section (at least 3 sections per animal).

### Imaris Analysis

As described previously [42], confocal images were loaded into Imaris (Bitplane 9.5.1) for analysis. The Iba-1 or GFAP (microglia or astrocyte respectively) and TO-PRO-3 channels were colocalized, and used to obtain a cell count and spatial coordinates for cells in the 3-dimensional images using the “spots” function. Plaque analyses were completed by generating 3-dimensional surfaces of methoxy-X04^+^ plaques. The number of spots within 30 µm of all plaque surfaces in the image was then calculated.

### Plaque Quantification in the Cortex

Tiled, single-plane images of methoxy-X04 staining were obtained on a Zeiss Imager.M2 microscope and exported into ImageJ [43] as a TIFF file. Cortex ROIs were traced for each section. A percentile threshold (0.4% (females) or 0.5% (males)) and a particulate size threshold of 100 pixels were used to quantify the percent area occupied by plaques.

### Statistics

Males and females were analyzed separately for all experiments. Statistical analyses were completed in Graph Pad Prism (Dotmatics) with a significance threshold of *p* < 0.05 for two-tailed unpaired t-tests and 2-way ANOVAs. Tukey post-hoc comparison tests were used for multiple comparisons at the same significance threshold. ROUT testing was used to identify and remove outliers (Q = 1%).

## Results

### CIH Decreases Body Mass in Male 5XFAD Mice but Increases It in Female 5XFAD Mice

Since metabolic dysfunction is associated with OSA and AD [1, 44–47], we recorded weight at the study endpoint. Females were sacrificed at 10 months of age and males at 8 months. In females, CIH exposure significantly increased the weight of WT mice, whereas female normoxia-exposed 5XFAD mice weighed significantly less than their WT counterparts, as expected (2-way ANOVA, *p* < 0.0001, Fig. 1A). Interestingly, CIH exposure tended to decrease the weight of 5XFAD females further, although this did not reach statistical significance (*p* = 0.0898). In contrast, in males, CIH exposure significantly decreased body weight in both WT and 5XFAD mice (2-way ANOVA, *p* < 0.0001; Fig. 1B), and there was no difference in body weight in NX-exposed WT and 5XFAD male mice at this age.

**Fig. 1:**
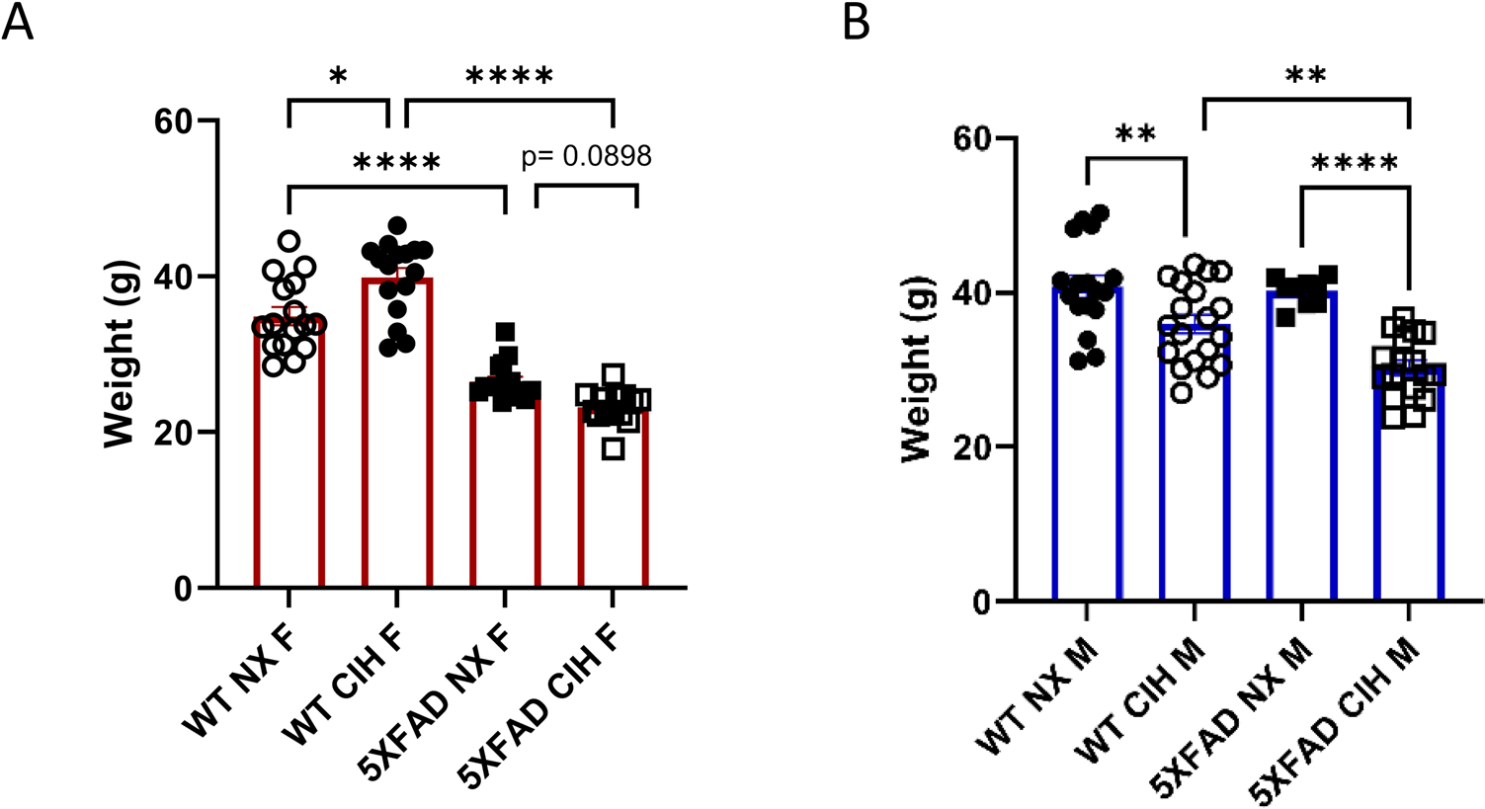
CIH exposure alters the weight of WT and 5XFAD mice. Weight (in grams) of female, 10-month-old (**A**) and male, 8-month-old (**B**) mice at harvest. Two-way ANOVA with Tukey multiple comparisons *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Plaque Number and Size Are Unaffected by CIH in 8-Month-Old Males and 10-Month-Old Females

Tissues were stained with methoxy-X04 to label β-amyloid plaques and imaged in 2 ways: (1) a Z-stack image of a high-powered field (HPF) in the cortex, and (2) a large, single-plane tiled image that encompassed the entirety of the cortex in that section. Images of the HPF were analyzed in Imaris (Bitplane) to quantify plaque number and characteristics. These analyses in 10-month-old female (Fig. 2A) and 8-month-old male (Fig. 2F) 5XFAD mice indicated no significant differences induced by CIH treatment either in the number of plaques present (Fig. 2B, G) or their size (Fig. 2 C, H) (unpaired *t*-test, *p* > 0.05). The large, tiled images (Fig. 2D, I) were quantified in ImageJ and are reported as a percent of the cortex ROI (Fig. 2E, J). Although not significant, there was a trend towards an increase in the total plaque area in the cortex of female 5XFAD mice that were exposed to CIH (unpaired *t*-test, *p* = 0.1086), but this difference was not observed in males (unpaired *t*-test, *p* > 0.05).

**Fig. 2:**
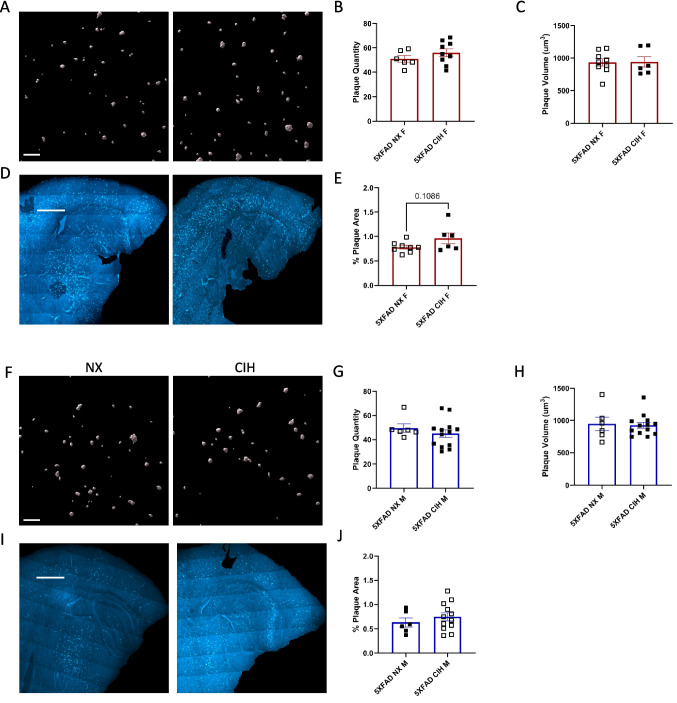
Plaque load and plaque morphology are unchanged with CIH exposure. Imaris surfaces generated from methoxy-X04 stained, confocal z-stack images of a high-power field in the cortex of NX or CIH treated 5XFAD female or male mice (**A**, **F**). Imaris quantification of the number of plaques per field and average plaque volume per image; each data point represents 6 images (**B**, **C**, **G**, **H**). Tiled images of normoxia or CIH treated 5XFAD female or male mice (**D**, **I**). ImageJ quantification of the percent area of the cortex that contains plaques (**E**, **J**; each point represents 3 sections per animal). There were no differences detected by unpaired *t*-test, *p* > 0.05. Scale bar is 70 µm (**A**, **F**) and 1000 µm (**D**, **I**)

### CIH Does Not Affect Astrogliosis, but Trends Towards Decreasing Microgliosis with Amyloid Deposition in 5XFAD Mice

Gliosis is an integral component of AD pathology, so we quantified the number of astrocytes and microglia per HPF in the cortex. Reactive (GFAP^+^) astrocytes were quantified in Imaris. Consistent with other reports [35, 48], there was an increase in reactive astrocytes in the cortex of both male and female 5XFAD mice when compared to WT (Fig. 3B, D; two-way ANOVA with Tukey multiple comparisons, *p* < 0.0001). However, CIH did not change the number of reactive astrocytes in either male or female 5XFAD mice compared to the NX-exposed counterparts (females, *p* = 0.6937; males, *p* = 0.6877).

**Fig. 3:**
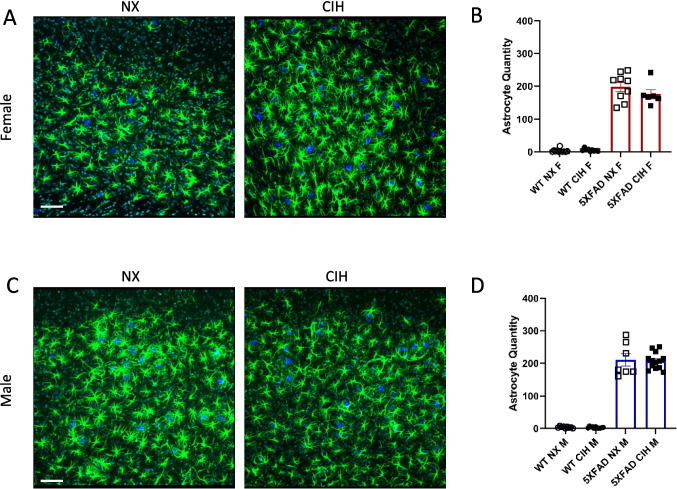
The astrocyte response to amyloid deposition is unchanged by CIH exposure. Sections were stained with anti-GFAP antibodies (astrocytes), TO-PRO-3 (nuclei), and methoxy-X04 (plaques) and then imaged by confocal microscopy (**A**, **C**). Images were analyzed in Imaris (Bitplane) by colocalization. Each point represents 3 images per animal. There was no significant effect of CIH exposure by two-way ANOVA with Tukey multiple comparisons; *p* > 0.05. Scale bar is 70 µm

The microglial response to amyloid deposition was quantified in the same manner. As expected, the 5XFAD genotype significantly increased microglia number in the cortex (two-way ANOVA, *p* < 0.001), and this tended to be decreased by CIH exposure in both males and females, although it did not reach statistical significance (two-way ANOVA, females, *p* = 0.0864; males, *p* = 0.0589; Fig. 4C, E). Further, since microglia cluster around plaques, an additional analysis of their relative localization was performed. Despite the trends in the overall number of microglia in each sex, there was no significant difference in the localization of microglia in relation to plaques between NX- and CIH-exposed female (unpaired *t*-test, *p* = 0.1632, Fig. 4D) or male (unpaired *t*-test*, p* = 0.2051, Fig. 4F) 5XFAD mice.

**Fig. 4:**
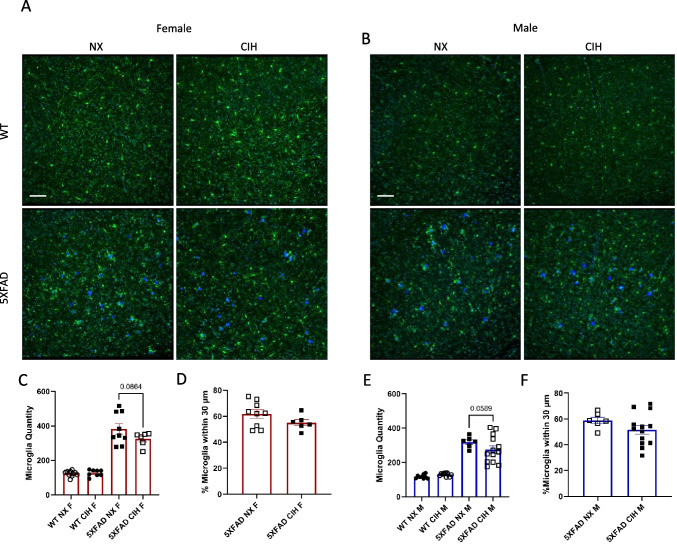
The microglial response is slightly depressed with CIH exposure. Representative images of cortical sections from NX and CIH WT and 5XFAD mice stained with anti-iba-1 (microglia), TO-PRO-3 (nuclei), and methoxy-X04 (plaques) and then imaged by confocal microscopy (**A** female, **B **male). Images were analyzed in Imaris (Bitplane) by colocalization (**C**, **E**). Microglia quantity and percentage of microglia 30 µm in female (**C**, **D**) and male (**E**, **F**) WT and 5XFAD mice exposed to NX or CIH. Each data point represents 3 images per animal. No significant effect of CIH exposure by two-way ANOVA with Tukey multiple comparisons, *p* > 0.05. Scale bar is 70 µm

### CIH Drives Transcriptional Changes Related to Metabolism in Microglia

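The female data came from CD11b+ microglia of 10-month-old mice kept in CIH or NX for 6 months from 4 months of age. 5XFAD mice carry mutant human transgenes and form amyloid plaques, and CIH models the oxygen swings of sleep apnea. The paper gives 6% and 21% O2 over 90-s intervals during 12 h per day, and the sample labels give 6.5% O2 and 8 h per day. The deposited tables hold 4 WT NX, 5 WT CIH, 5 5XFAD NX and 5 5XFAD CIH female libraries, where the paper states 5 per group. The authors deposited the number of reads counted on each gene, without normalization, and FPKM values made from these counts and the gene lengths. The counts were used here, and FPKM only as an alternative. The female table lists 46333 genes by symbol without coordinates. Total counts per library were 16398033 to 25906121 in WT NX (median 17756566.5), 15268978 to 18630700 in WT CIH (median 16601824), 14731683 to 21179006 in 5XFAD NX (median 17184412) and 15448031 to 20053296 in 5XFAD CIH (median 16936655). At the median total of 17127520 counts over all females, a CPM of 1 rests on about 17 reads. Xist was at 1100 CPM or more in every female library and at 1.72 CPM or less in every male library. No 2 of the libraries within a group were duplicates over 76 pairs in both sexes (chi-square per degree of freedom of at least 4.865). As in the paper's methods, genes with CPM > 1 in at least 3 of the samples compared were tested in edgeR, and DEGs had an FDR < 0.05 and a log2FC above 1 or below −1. The paper's text does not name the test within edgeR, and its supplementary lists hold a likelihood ratio statistic. The quasi-likelihood F test with TMM normalization and Benjamini-Hochberg adjustment was used here for each pair of groups on its own, and every adjusted p below comes from it unless another test is named. A positive log2FC means higher in the group named second, and its standard error (SE) was derived from the test statistic. CPM values are means ± SD over libraries.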

To investigate the transcriptional changes associated with CIH exposure in WT and 5XFAD mice, we performed bulk RNA sequencing analyses on immunomagnetically isolated microglia; differentially expressed genes (DEGs) were identified as those which had an FDR < 0.05 and Log_2_FC > 1. The total number of significant DEGs for each comparison is shown in Tables 1 and 2.

**Table 1:**
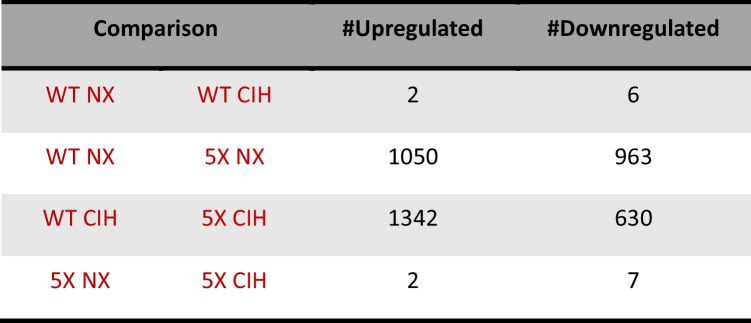
The number of significant DEGs in microglial RNA-seq data from female mice. Significant comparisons had an FDR < 0.05, LFC > 1

**Table 2:**
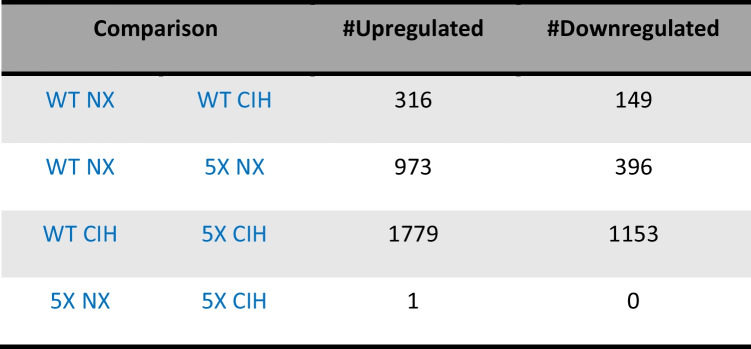
The number of significant DEGs in microglial RNA-seq data from male mice. Significant comparisons had an FDR < 0.05, LFC > 1

We first analyzed the effect of genotype in microglia from NX-exposed females, by comparing WT and 5XFAD microglia (WT NX vs 5XFAD NX; Fig. 5A). 

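On the samples that matched the paper's list, without F 5XFAD NX 4, edgeR's likelihood ratio test called 1969 of 14149 genes between WT NX and 5XFAD NX females, 1040 higher and 929 lower in 5XFAD. The quasi-likelihood test called 1880 on the same samples, 1013 higher and 867 lower. Over all 9 libraries it tested 14513 genes and called 869, with 638 higher and 231 lower. An FDR < 0.05 without a fold change limit gave 2013 genes on all 9 libraries (1054 higher, 959 lower), and 4945 had an unadjusted p below 0.05. All 1998 genes of the paper's supplementary list passed the fold change limit, so its list does not rest on this setting. An FDR limit of 0.01 left 7 DEGs, and no alternative left fewer. Leaving out F WT NX 3 left 27. Among DEGs whose libraries did not overlap between the groups, the largest rises were in Wif1 and Dkk2. Wif1 had no count in any WT NX library and 4.27 ± 3.23 CPM (n = 5) in 5XFAD NX, which is at least 24.0-fold higher. Dkk2 rose from 0.166 ± 0.122 (n = 4) to 72.0 ± 50.3 CPM (n = 5), a log2FC of 8.56 (SE 1.40, adjusted p = 0.0162 from edgeR), with 0.641 CPM in F 5XFAD NX 4. The largest falls were in Emb (log2FC −2.81, SE 0.601, adjusted p = 0.0233 from edgeR) and Sostdc1 (log2FC −2.60, SE 0.624, adjusted p = 0.0312 from edgeR). Without F WT NX 3, these 4 genes had adjusted p values between 0.0635 and 0.0926 and were not called.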

There were 2013 significant DEGs; 1050 were upregulated and 963 were downregulated (see supplemental file 1 for full gene list). These DEGs included genes that characterize disease-associated microglia (DAM) [49], as well as pathways related to TREM2-APOE [50] and aging [51]. 

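A list of 33 DAM genes was written before the data were examined. In WT NX vs 5XFAD NX, 32 of them had a positive log2FC, with a median of 1.67, and 24 were DEGs. Without F 5XFAD NX 4, 28 were DEGs and the median was 1.90. The list's adjusted p was 7.09e-19 in camera (inter-gene correlation preset at 0.01), which ranks a list against the other genes tested, with adjustment over 178 tests of lists and comparisons. Under fry it was 0.0724 and under camera with an estimated correlation 0.456. Over all lists and comparisons, 94 tests passed 0.05 in camera, 42 in fry and 1 with an estimated correlation. The mean log2 CPM of the 33 genes was 7.38 ± 0.696 (SD, n = 4) in WT NX and 9.59 ± 1.45 (SD, n = 5) in 5XFAD NX (two-sided exact permutation p = 0.0476, adjusted p = 0.146 over 156 score tests). F 5XFAD NX 4 had a score of 7.05, below the highest WT NX score of 8.40 in F WT NX 1. Cst7 rose from 13.95 ± 2.50 to 1561 ± 990 CPM, a log2FC of 6.80 (SE 1.15, adjusted p = 0.0162 from edgeR). Apoe rose from 1820 ± 668 to 19240 ± 11800 CPM (adjusted p = 0.0322 from edgeR), and its log2FC was 3.70 without F 5XFAD NX 4 (adjusted p = 2.53e-05 from edgeR). Trem2 had a log2FC of 1.09 (SE 0.306, adjusted p = 0.0457 from edgeR).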

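LOC118568479, a locus listed only by its RefSeq number, was at 4.97 ± 4.27 CPM (SD, n = 4) in WT NX and 41.0 ± 37.5 CPM (SD, n = 5) in WT CIH females. Its log2FC was 3.04 (SE 0.998, adjusted p = 0.96 from edgeR) over all 9 libraries. The WT CIH libraries split widely, with F WT CIH 1 and 4 at 2.06 and 3.59 CPM and the other 3 between 44.5 and 80.4. Without F WT NX 1, the sample the paper's list left out, its log2FC was 3.81 (adjusted p = 1 from the quasi-likelihood test and 0.576 from the likelihood ratio test in edgeR). Erdr1_1 was at 13.8 ± 9.99 CPM (n = 4) in WT NX and 1.69 ± 2.03 CPM (n = 5) in WT CIH, with every WT CIH library below every WT NX library. Its log2FC was −3.00 (SE 0.719, adjusted p = 0.96 from edgeR) over all libraries and −3.28 without F WT NX 1 (adjusted p = 0.029 from edgeR's likelihood ratio test). Over all libraries, 0 of 14583 genes were DEGs and 565 had an unadjusted p below 0.05. On the paper's samples, the likelihood ratio test called 6 of 14478 genes, and the quasi-likelihood test called 0, with 357 at an unadjusted p below 0.05. The 6 genes, named after their values were seen, were Xlr3a (higher in WT CIH), Gm33272, Mid1, Mid1-ps1, G530011O06Rik and Erdr1_1 (all lower).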

Next, we compared the effect of CIH on WT female microglia (WT NX vs WT CIH), and 8 genes were differentially expressed: *LOC118568479* was the most upregulated gene (LFC = 3.84) and *Erdr1_1* was the most downregulated (LFC = −3.28, volcano plot, Fig. 5B). 

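On the paper's samples, without F 5XFAD NX 4, the likelihood ratio test called 8 of 14128 genes between 5XFAD NX and 5XFAD CIH females, and 1001 had an unadjusted p below 0.05. Of these 8, 7 were higher under CIH and 1 was lower, which was Rpl34-ps1 (log2FC −1.25, adjusted p = 0.0025 from edgeR's likelihood ratio test; named after its value was seen). The quasi-likelihood test called 0 on the same samples, with 1056 at an unadjusted p below 0.05. Over all 10 libraries, it called 0 of 14578 genes, and 470 had an unadjusted p below 0.05.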

Comparing the effect of CIH on microglia from 5XFAD females (5XFAD NX vs 5XFAD CIH), there were a total of 9 DEGs; 7 were upregulated. 

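Ptpn5, which encodes a tyrosine phosphatase, was near the detection limit in 5XFAD NX females (0 to 0.404 CPM in 4 libraries) except in F 5XFAD NX 4, where it was at 2.88 CPM. It was at 1.24 ± 0.736 CPM (SD, n = 5) in 5XFAD CIH. Its log2FC was 3.43 (SE 0.793) without F 5XFAD NX 4, with an adjusted p of 0.623 from edgeR's quasi-likelihood test and 0.0033 from the likelihood ratio test. With F 5XFAD NX 4 included, it was 0.76 (SE 1.06, adjusted p = 0.998 from edgeR). Rn7sk, the small nuclear 7SK RNA, was at 91.5 ± 169 CPM (n = 5) in 5XFAD NX and 5.31 ± 5.60 CPM (n = 5) in 5XFAD CIH. F 5XFAD NX 1 alone held 392.3 CPM, and the other 4 NX libraries were between 1.75 and 48.6. Its log2FC was −4.39 (SE 1.23) on the paper's samples, with an adjusted p of 0.623 from the quasi-likelihood and 0.122 from the likelihood ratio test in edgeR. Over all libraries it was −4.07 (SE 1.40, adjusted p = 0.998 from edgeR), and with each library left out in turn it lay between −4.75 and −1.60, the latter without F 5XFAD NX 1.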

The most upregulated was *Ptpn5* (LFC = 3.42), and of the 2 downregulated genes, the greatest change was in *Rn7sk* (LFC = −4.35) (volcano plot, Fig. 5C). We next assessed whether CIH had differential effects on microglia from WT females compared to 5XFAD females (WT CIH vs 5XFAD CIH; Fig. 5D). There were over 1000 genes up- and downregulated (see supplemental file 1 for full gene list), which, like the normoxia comparison, were due primarily to the effect of the 5XFAD genotype and consistent with those reported by us and others [48, 49]. 

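Between WT CIH and 5XFAD CIH females, 1932 of 14911 genes were DEGs, 1317 higher and 615 lower in 5XFAD, over all 10 libraries. At an FDR < 0.05 alone, 7739 genes differed. The likelihood ratio test called 1963, with 1333 higher and 630 lower. With library size in place of TMM, 1024 were higher and 995 lower, and the median log2FC of all genes moved from −0.02 to −0.21. All 33 DAM genes were higher in 5XFAD CIH (median log2FC 2.32, adjusted p = 8.8e-89 in camera and 3.19e-06 in fry). Among DEGs without overlap between the groups, Mamdc2 rose from 0.301 ± 0.209 to 255.7 ± 43.5 CPM (SD, n = 5 each; log2FC 9.67, SE 0.238, adjusted p = 2.18e-11 from edgeR). Gpnmb rose from 1.24 ± 0.411 to 886.6 ± 292 CPM (log2FC 9.48, SE 0.346). The largest falls were in Ptger3 (log2FC −2.95, SE 0.191) and Gm39847 (log2FC −2.94, SE 0.547), and Gm39847 stayed below 1.5 CPM in every library of this comparison. Cst7 had a log2FC of 7.39 (SE 0.173), Apoe of 4.00 (SE 0.175) and Trem2 of 1.24 (SE 0.0916) under CIH, each with an adjusted p of at most 1.62e-07 from edgeR.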

To further examine the effect of CIH with respect to the microglial response to plaque pathology in female 5XFAD, we cross-referenced the DEGs between the WT NX vs 5XFAD NX and WT CIH vs 5XFAD CIH comparisons (see Supplemental file 3). 

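On the paper's samples and with the likelihood ratio test, 1429 DEGs were shared between WT NX vs 5XFAD NX and WT CIH vs 5XFAD CIH in females, and 540 and 534 were called in one comparison only. With all mapped libraries and the quasi-likelihood test, 759 were shared, 110 were called under NX only and 1173 under CIH only. All 759 shared genes changed in the same direction. Leaving out F WT NX 3 gave 24 shared genes, 3 called under NX only and 1908 called under CIH only. Leaving out F 5XFAD NX 4 gave 1394, 486 and 538. Of the 1173 genes called under CIH only, 1094 were also tested under NX. There, 1063 of them had the same sign and 125 had an FDR < 0.05 with a log2FC within 1 of 0. Of the 110 genes called under NX only, 101 were tested under CIH, 96 with the same sign and 63 at an FDR < 0.05. A call in one comparison and not in the other does not test a difference between them. The difference between the 2 genotype effects, tested as the genotype by treatment interaction in edgeR, was past the thresholds for 0 of 15582 genes, and 589 had an unadjusted p below 0.05.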

1442 genes were shared between the comparisons; 571 genes were specific to the WT NX vs 5XFAD NX comparison, and 530 genes were unique to the WT CIH vs 5XFAD CIH analysis (Fig. 5E). We performed gene ontology (GO) analyses on the up- and downregulated genes that were unique to each respective comparison. The DEGs that were uniquely downregulated in the WT NX vs 5XFAD NX comparison were most enriched for system development, multicellular organism development, and anatomical structure development, as well as circulatory system development and cell motility, migration, morphogenesis and adhesion (Fig. 5F). 

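Of the genes called only in WT NX vs 5XFAD NX, 67 were lower in 5XFAD females over all libraries, and 436 on the paper's samples with the likelihood ratio test. No GO annotation was at hand, so the categories were not retested. None of the lists fixed before the data were examined was overrepresented among the 67 genes at an adjusted p below 0.05 (two-sided Fisher's exact test, adjusted over 152 tests).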

The DEGs that were uniquely upregulated in the WT NX vs 5XFAD NX comparison included enrichment for the defense response, the innate immune response, and the response to interferon-β (Fig. 5G). 

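Of the genes called only in WT NX vs 5XFAD NX, 43 were higher in 5XFAD over all libraries and 104 on the paper's samples. Among the 35 of the 43 that were tested in both comparisons, 3 were on a list of 28 interferon response genes (odds ratio 60.3, adjusted p = 0.000636 from Fisher's exact test) and 2 on a list of 14 dissociation genes (odds ratio 85.3, adjusted p = 0.00715). Odds ratios among uniquely called genes, here and below, have a small constant added to each cell count, which raised these. The whole interferon list was higher in 5XFAD under both treatments, with a median log2FC of 1.53 under NX (27 of 28 genes, 18 of them DEGs) and 1.36 under CIH (27 of 28, 19 DEGs). Its adjusted p was 1.76e-17 and 1.77e-07 in camera, and 0.0415 and 0.00165 in fry. The difference between these effects had a median log2FC of −0.18 (20 of 28 genes lower, adjusted p = 0.469 in camera).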

When we examined the DEGs that were unique to the WT CIH vs 5XFAD CIH comparison, no GO terms were identified for the downregulated genes. However, those that were uniquely upregulated in the WT CIH vs 5XFAD CIH comparison were significantly enriched for the GO terms associated with behavior and memory, regulation of cellular components, oxidative phosphorylation and precursor metabolite generation (Fig. 5H). 

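Of the genes called only in WT CIH vs 5XFAD CIH, 722 were higher and 451 lower in 5XFAD females over all libraries, and 396 and 138 on the paper's samples. With scaling by library size alone, 614 were higher and 849 lower. A list of nuclear-encoded oxidative phosphorylation (OXPHOS) genes, fixed before the data were examined, stood in for the GO category, with the 14339 genes tested in both comparisons as background. Of the 79 OXPHOS genes in the background, 11 were among 673 uniquely upregulated genes (odds ratio 3.45, p = 0.0011, two-sided Fisher's exact test). On the paper's samples, 7 were among 314 (odds ratio 4.61, p = 0.00189). Scaling by library size alone lowered this most, to 4 of 578 (odds ratio 1.42, Fisher's exact p = 0.562). Leaving out F WT NX 3 gave 11 of 1240 (odds ratio 1.76, Fisher's exact p = 0.109), and in 5 of the fits that each left out 1 library the p was above 0.05. Over the whole list, 78 of 79 OXPHOS genes were higher in 5XFAD CIH than in WT CIH, with a median log2FC of 0.65 (adjusted p = 1.4e-09 in camera and 0.0033 in fry). Under NX, 70 of 79 were higher, with a median of 0.33 (adjusted p = 2.95e-05 in camera and 0.413 in fry). The uniquely upregulated genes also held 59 of the ribosomal protein genes (odds ratio 51.8, adjusted p = 2.71e-57), 9 DAM genes (odds ratio 7.96, adjusted p = 0.000247), 6 mitochondrially encoded genes (odds ratio 20.5, adjusted p = 0.000165) and 6 hypoxia genes (odds ratio 17.7, adjusted p = 0.000247). The terms on behavior and memory were not retested.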

In all, the comparisons between the effect of genotype and each respective treatment highlight that CIH can influence processes associated with metabolism, learning and memory.

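The difference between the genotype effects under CIH and NX was tested directly in females. For the OXPHOS list, 79 of 80 genes had a positive interaction, with a median log2FC of 0.25 (adjusted p = 4.05e-14 in camera, 0.419 in fry). The sign was not stable, since removing the trends of log2FC on gene length, GC content and expression moved the median to −0.21. In CIH against NX, the OXPHOS median was −0.09 in WT and 0.19 in 5XFAD females (fry adjusted p = 0.53 and 0.521). The mean log2 CPM of the list was 4.87 ± 0.167 in WT NX (SD, n = 4), 4.78 ± 0.120 in WT CIH, 5.18 ± 0.439 in 5XFAD NX and 5.40 ± 0.203 in 5XFAD CIH (n = 5 each). In WT, the difference between CIH and NX was smaller than the SD of either group (two-sided exact permutation p = 0.381). In 5XFAD, the difference of 0.216 was below the SD of the NX libraries and slightly above that of the CIH libraries (two-sided exact permutation p = 0.389). F 5XFAD NX 4, at 4.44, widened the NX spread. From its comparisons of the genotype effect under each treatment, the paper states that CIH can influence processes tied to metabolism, learning and memory. Its discussion proposes that CIH may affect metabolic processes.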

**Fig. 5:**
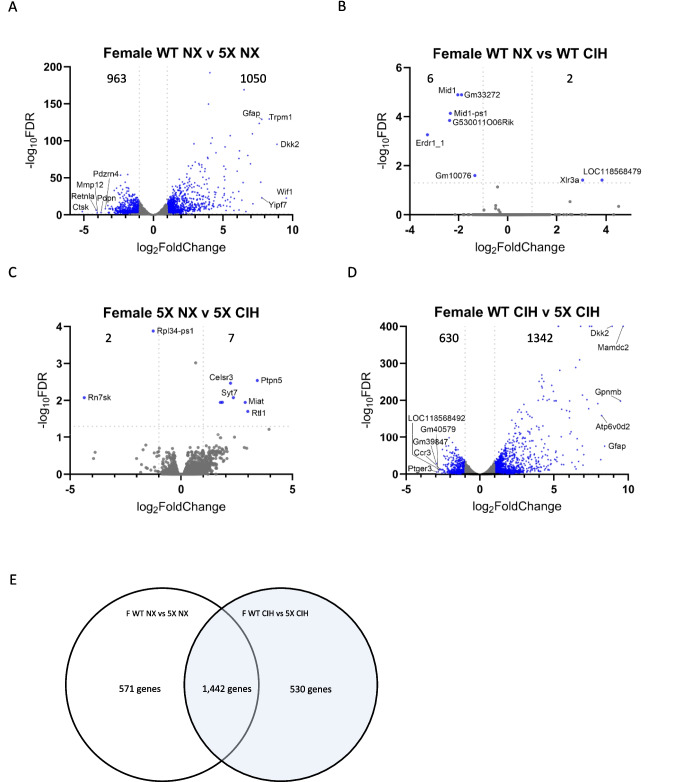

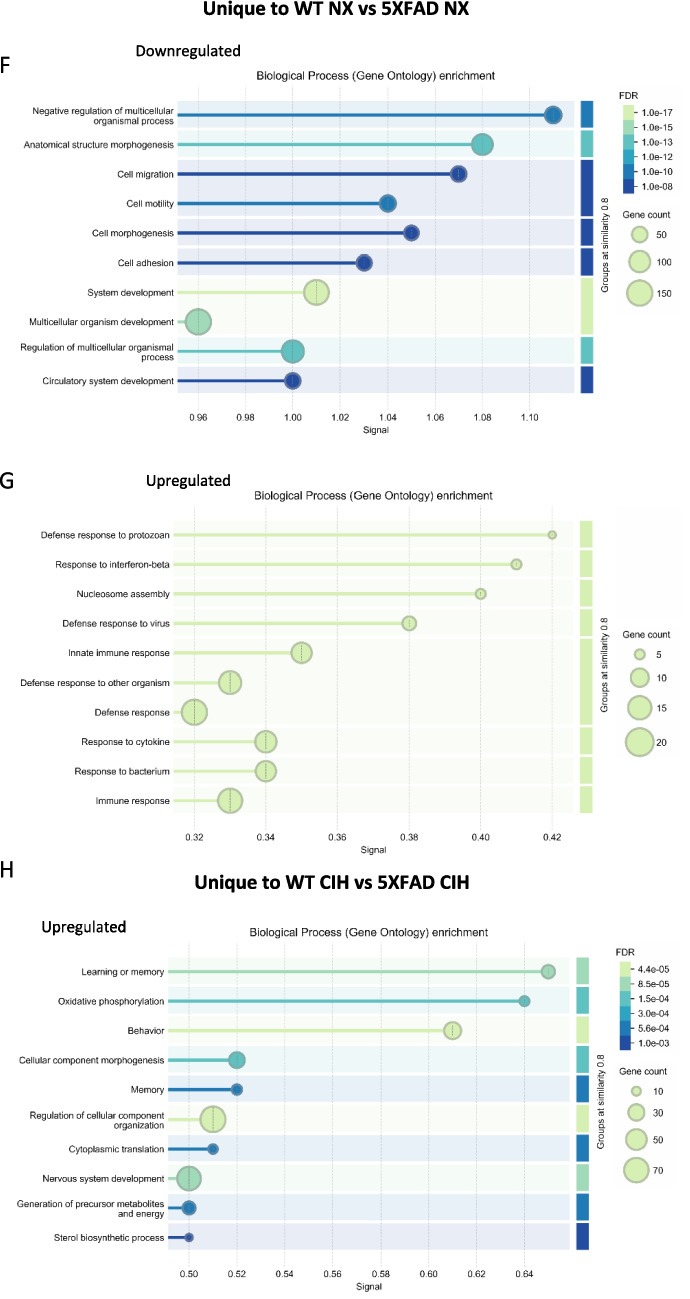
CIH exposure drives few changes in gene expression by RNA sequencing in WT females but induces a unique gene program in 5XFAD females. RNA was isolated from CD11b+ cells immunomagnetically isolated from the cortex of 10-month-old WT and 5XFAD female mice. Volcano plots with significant DEGs compared by genotype (**A**, **D**) and treatment (**B**, **C**) for all genes with FDR < 0.05 and LFC > 1. Venn diagram showing the number of overlapping and unique genes between the female WT and 5XFAD comparisons in NX and CIH treatment (**E**). Biological processes gene ontology (GO) analyses of those genes specific to the female WT NX vs 5XFAD NX comparison that are downregulated (**F**) and upregulated (**G**). Biological processes GO analyses of those genes specific to the female WT CIH vs 5XFAD CIH comparison that are upregulated (**H**)

We used the same analysis pipeline to examine the data from male microglia. 

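The male data came from 8-month-old mice kept in CIH or NX for 4 months, with 5 libraries in each of the 4 groups. The oxygen levels and hours stated by the paper and by the labels were those of the females. The male tables give Ensembl identifiers for 54532 genes with positions on GRCm38. Total counts per library were 14357994 to 23095627 in WT NX (median 16413506), 13902976 to 18369386 in WT CIH (median 14493729), 13457293 to 18777143 in 5XFAD NX (median 14679722) and 14332946 to 21302810 in 5XFAD CIH (median 14796300). Ddx3y was at 44.2 CPM or more in every male library and at 0.065 CPM or less in every female library. The lists in the paper's supplement matched refits of all male samples. Female and male tables rest on different annotations, and 34416 symbols were found in both.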

The 5XFAD genotype had a significant effect on NX-exposed animals, with 973 genes being upregulated and 396 downregulated. These changes included the key genes associated with the 5XFAD genotype (Fig. 6A; see supplemental file 2 for the full gene list). 

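Over 10 libraries, 1224 of 14834 genes were DEGs between WT NX and 5XFAD NX males, 881 higher and 343 lower in 5XFAD, and 4435 had an unadjusted p below 0.05. The likelihood ratio test called 1442, with 1003 higher and 439 lower. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) rose from 0.378 ± 0.277 to 383.7 ± 238 CPM (SD, n = 5 each), a log2FC of 10.01 (SE 0.625, adjusted p = 3.73e-07 from edgeR). The paper's staining uses GFAP to mark reactive astrocytes. On the astrocyte list, 5 of 11 genes were among the higher DEGs here, and the cell source of the Gfap reads was not tested. Yipf7 (ENSMUSG00000029158, chromosome 5, 69516671 to 69542648) had no count in WT NX and 4.28 ± 0.817 CPM in 5XFAD NX, which is at least 21.2-fold higher. Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) was at 1.78 ± 1.21 CPM in WT NX and at 2 counts or fewer in every 5XFAD NX library, at least 7.69-fold lower. Cyp2ab1 (ENSMUSG00000022818, chromosome 16, 20308387 to 20325404) had a log2FC of −3.27 (SE 0.962, adjusted p = 0.0326 from edgeR). It rested on few counts, at most 31 per library, and without M WT NX 2, 4 or 5 it no longer met the filter on low counts.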

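All 33 DAM genes were DEGs with a higher level in 5XFAD NX than in WT NX males, with a median log2FC of 1.89 (adjusted p = 4.56e-128 in camera, 5.91e-06 in fry and 0.0134 with an estimated correlation). The mean log2 CPM of the list was 7.29 ± 0.178 (SD, n = 5) in WT NX and 10.2 ± 0.312 (n = 5) in 5XFAD NX (two-sided exact permutation p = 0.00794, the smallest that 5 against 5 allow, adjusted p = 0.0375). Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) rose from 21.5 ± 3.43 to 2745 ± 851 CPM, a log2FC of 7.00 (SE 0.261, adjusted p = 2.8e-09 from edgeR). Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) rose from 2300 ± 649 to 22350 ± 7970 CPM (log2FC 3.28, SE 0.274, adjusted p = 4.27e-06 from edgeR). Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) had a log2FC of 1.04 (SE 0.215, adjusted p = 0.00462 from edgeR).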

We then analyzed the effect of CIH on microglia from WT animals. CIH had a more significant effect on WT male microglia than it did on WT female microglia. 

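The difference between the sexes was tested on the counts of both tables joined by symbol, as the CIH effect in WT males minus that in WT females. Of 14362 genes, 183 were past the thresholds, 128 with a larger and 55 with a smaller log2FC in males, and 4343 had an unadjusted p below 0.05. Without M WT NX 1 the number was 297, and without F WT NX 2 it was 111. The likelihood ratio test moved it to 278 and an FDR limit of 0.01 to 73. In 5XFAD mice, 0 of 14241 genes were past the thresholds, and 622 had an unadjusted p below 0.05. Males and females also differed in age at the endpoint, length of exposure and annotation, which cannot be separated from sex in these data.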

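Between WT NX and WT CIH males, 376 of 14983 genes were DEGs, 244 higher and 132 lower under CIH, and 4279 had an FDR < 0.05 without a fold change limit. The likelihood ratio test called 512, with 345 higher and 167 lower. In a fit of all 4 male groups together, 0 genes were past the thresholds, and 4491 had an unadjusted p below 0.05. Without M WT NX 1, 621 genes were called. The OXPHOS list fell under CIH in WT males, with 75 of 77 genes lower and a median log2FC of −0.52 (adjusted p = 2.86e-22 in camera, 0.00517 in fry). Among DEGs without overlap between the groups, the largest falls were in Gm43343 (ENSMUSG00000107091, log2FC −2.43, SE 0.628) and Gm38604 (ENSMUSG00000114401, log2FC −2.19, SE 0.535), with adjusted p values of 0.00947 and 0.00668 from edgeR.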

In WT males, a total of 465 genes were differentially expressed; 149 were downregulated and 316 were upregulated (Fig. 6B). Those that were significantly decreased included the type-I interferon associated neuroinflammatory genes *Cxcl10* (Log_2_FC = −1.20), *Ccl5* (Log_2_FC = −1.18), *Ifitm2* (Log_2_FC = −1.17), *Ifitm3* (Log_2_FC = −1.25), and *Ifitm6* (Log_2_FC = −1.60). 

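All values here compare 5 WT NX with 5 WT CIH males. Ifitm3 (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770) fell from 46.4 ± 21.3 to 19.6 ± 3.28 CPM (log2FC −1.25, SE 0.244, adjusted p = 0.00181 from edgeR), and every WT CIH library lay below every WT NX library. Ifitm6 (ENSMUSG00000059108, chromosome 7, 141015699 to 141017924) fell from 9.83 ± 6.48 to 3.24 ± 1.21 CPM (log2FC −1.60, SE 0.401, adjusted p = 0.00785). Ifitm2 (ENSMUSG00000060591, chromosome 7, 140954837 to 140955987) fell from 10.6 ± 6.83 to 4.71 ± 1.07 CPM (log2FC −1.17, SE 0.358, adjusted p = 0.0234). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) fell from 8.82 ± 3.83 to 3.87 ± 2.18 CPM (log2FC −1.21, SE 0.342, adjusted p = 0.0156). Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had a log2FC of −1.18 (SE 0.431) and an adjusted p of 0.0515 in the quasi-likelihood test, against 0.029 in edgeR's likelihood ratio test and 0.0215 in DESeq2. Single libraries changed calls. Ifitm2 was at an adjusted p of 0.0835 without M WT NX 4, and Cxcl10 at 0.0538 without M WT NX 5. In the fit of all 4 groups together, the adjusted p of Cxcl10, Ifitm2, Ifitm3 and Ifitm6 lay between 0.0594 and 0.0847. Over the interferon list, 20 of 28 genes were lower, with a median log2FC of −0.30 (adjusted p = 0.0464 in camera, 0.286 in fry), and 6 of them were DEGs. In the same comparison, the neutrophil list had a median log2FC of −1.51, with 7 of its 12 genes among the 132 lower DEGs. Ifitm6 was highest in M WT NX 5 and 3 (19.08 and 13.48 CPM), which had the highest neutrophil scores of their group (5.434 and 5.215). Whether its fall reflects RNA from other cells was not tested.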

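Xlr3a (ENSMUSG00000057836, chromosome X, 73086293 to 73097095) had at most 2 counts in any WT NX male library and 1.62 ± 1.03 CPM (SD, n = 5) in WT CIH, at least 8.02-fold higher (adjusted p = 0.00208 from edgeR). Its fitted log2FC of 4.75 (SE 0.952), the largest among the DEGs of this comparison, depends on the prior count. It had 1 count in M WT CIH 2, so the groups overlapped. In the fit of all 4 male groups together, its adjusted p was 0.0594. Among DEGs without overlap between the groups, the largest rises were in Gm45413 (ENSMUSG00000109640, chromosome 8, 26062515 to 26066052; log2FC 3.67, SE 0.874) and Gm18009 (ENSMUSG00000107505, chromosome 6, 128447084 to 128448398; log2FC 3.44, SE 0.733). Both stayed below 2.7 CPM in every library of this comparison, and Gm45413 no longer met the filter on low counts without M WT CIH 2, 4 or 5.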

The *Xlr3a* gene was the most upregulated (Log_2_FC = 4.76). Notably, several genes encoding solute and amino acid transporters were significantly upregulated (see supplemental file 2 for the full gene list). 

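Of 232 solute carrier (Slc) genes tested in WT NX vs WT CIH males, 5 were DEGs with a higher level under CIH and 0 with a lower level. Of these, 4 are given, named after their values were seen: Slc4a4 (log2FC 1.96, SE 0.606, adjusted p = 0.0241 from edgeR), Slc1a2 (1.47, SE 0.516, adjusted p = 0.0434), Slc15a2 (1.18, SE 0.329, adjusted p = 0.0144) and Slc5a3 (1.15, SE 0.231, adjusted p = 0.00207). Among the 244 upregulated DEGs, the odds ratio of Slc genes was 1.34 (p = 0.433, two-sided Fisher's exact test). At an FDR < 0.05 without a fold change limit, 28 Slc genes were higher and 36 lower. Over the whole list, 114 genes had a positive and 118 a negative log2FC, with a median of −0.01 (adjusted p = 0.80 in camera). In the same comparison, the median log2FC of the astrocyte list was 1.205, and 2 of its 10 tested genes were among the higher DEGs. Whether the rise of the Slc genes came from RNA of other cells was not tested.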

We then compared the effect of the 5XFAD genotype on microglia from CIH-exposed males. 

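Between WT CIH and 5XFAD CIH males, 2764 of 14793 genes were DEGs, 1746 higher and 1018 lower in 5XFAD, and 7248 had an FDR < 0.05 without a fold change limit. The likelihood ratio test called 2958, with 1786 higher and 1172 lower. Scaling by library size alone moved the median log2FC of all genes from −0.06 to −0.43 and gave 1147 higher and 2527 lower, so the balance between directions depended on the scaling. Mamdc2 (ENSMUSG00000033207, chromosome 19, 23302609 to 23448322) rose from 0.257 ± 0.178 to 193.1 ± 26.7 CPM (SD, n = 5 each; log2FC 9.51, SE 0.245, adjusted p = 4.66e-12 from edgeR). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 0.995 ± 0.766 to 651.8 ± 309 CPM (log2FC 9.36, SE 0.498, adjusted p = 3.92e-09 from edgeR). The largest falls were in Gm44914 (ENSMUSG00000108850) and Plxna4os2 (ENSMUSG00000086675), which had at most 1 count in any 5XFAD CIH library and were at least 5.97-fold and 4.08-fold lower.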

In the comparison of CIH-exposed WT and 5XFAD mice, over 2900 genes were differentially expressed; 1779 were upregulated and 1153 were downregulated (Fig. 6C), compared to less than 1400 genes that were differentially expressed due to the 5XFAD genotype in NX-exposed males (Fig. 6A). CIH alone had little to no effect on the male 5XFAD microglial transcriptome compared to NX; only 1 gene (*tcap* (Log2FC = 1.15)) was differentially upregulated (Fig. 6D). 

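Tcap (ENSMUSG00000007877, chromosome 11, 98383811 to 98384953), which encodes a titin-binding protein, rose from 9.86 ± 3.43 CPM in 5XFAD NX to 21.9 ± 3.68 CPM in 5XFAD CIH males (SD, n = 5 each). Every 5XFAD CIH library lay above every 5XFAD NX library, with a log2FC of 1.15 (SE 0.221). Its adjusted p was 0.0254 in edgeR's likelihood ratio test and 0.00975 in DESeq2, the only gene past the thresholds in either. In the quasi-likelihood test it was 0.995 (unadjusted p = 0.000189), and 0 of 14334 genes were past the thresholds, with 473 at an unadjusted p below 0.05.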

While the comparison of CIH-treated WT and 5XFAD mice still included the hallmark changes associated with the 5XFAD genotype, key DAM genes that were upregulated in 5XFAD NX mice were less upregulated upon CIH exposure, suggesting that CIH may dampen the DAM gene profile in the microglia of male 5XFAD mice.

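Under CIH, the 33 DAM genes had a median log2FC of 2.93 between WT and 5XFAD males, with all of them DEGs (adjusted p = 7.77e-96 in camera and 4.2e-06 in fry). The log2FC under CIH was larger than under NX for 31 of the 33 genes and smaller for 2. It rose for Cst7 from 7.00 to 8.20, for Apoe from 3.28 to 4.39 and for Trem2 from 1.04 to 1.83. The interaction of genotype and treatment was past an FDR of 0.05 for 0 of the 33 genes over all genes tested and for 23 adjusted over the list alone, all of them higher under CIH. For Cst7 it was 1.20 (SE 0.316), with an adjusted p of 0.00687 from edgeR when adjusted over the list alone. The median interaction of the list was 0.74 (adjusted p = 1.44e-13 in camera, 0.0162 in fry, 0.307 with an estimated correlation). Removing the trends on gene length, GC content and expression lowered it to 0.27 (adjusted p = 0.081). In WT males, all 33 genes were lower under CIH, with a median log2FC of −0.51 and 22 at an FDR < 0.05 (fry adjusted p = 0.000876). In 5XFAD males, 31 of 33 were higher under CIH, with a median of 0.22 and 0 at an FDR < 0.05 (fry adjusted p = 0.419). The mean log2 CPM of the list was 6.82 ± 0.107 (SD, n = 5) in WT CIH, lower than in WT NX (two-sided exact permutation p = 0.00794). It was 10.5 ± 0.300 (n = 5) in 5XFAD CIH, which differed from 5XFAD NX by less than the spread between libraries (two-sided exact permutation p = 0.254).

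**Figure D1:**
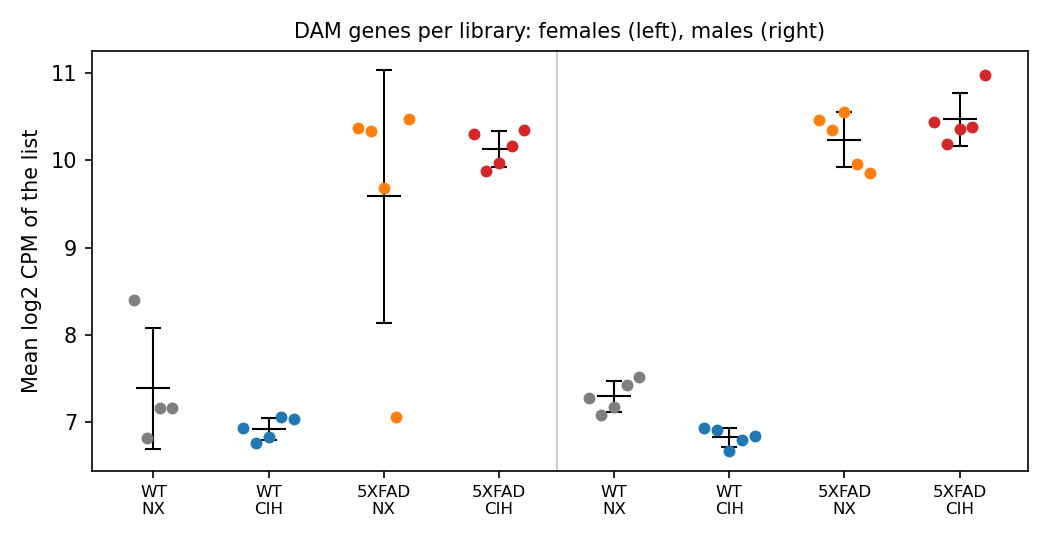
Mean log2 CPM of the 33 DAM genes in each library, by sex and group, with the group mean and SD. F 5XFAD NX 4 sits at 7.05, and the male WT CIH libraries sit below the male WT NX libraries.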

**Fig. 6:**
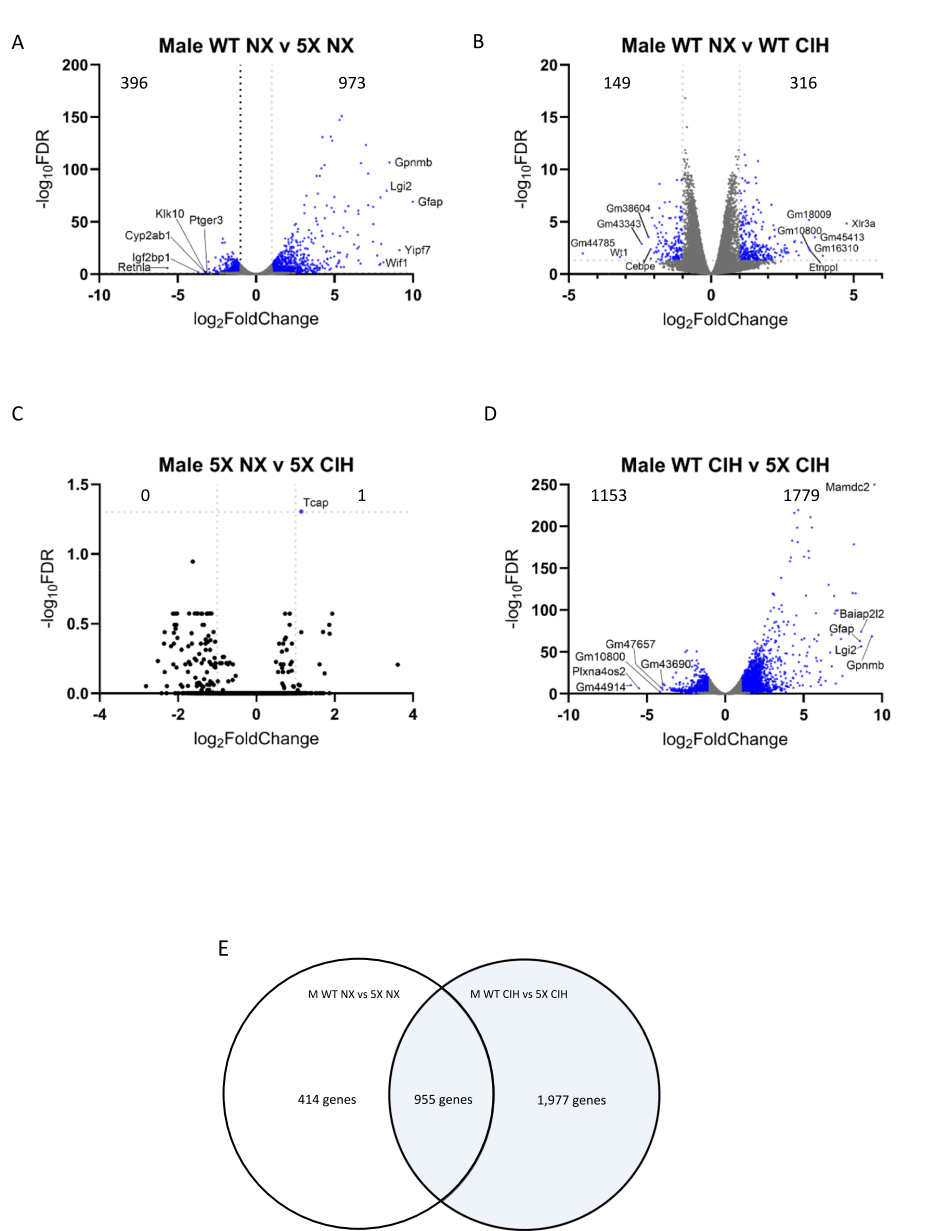

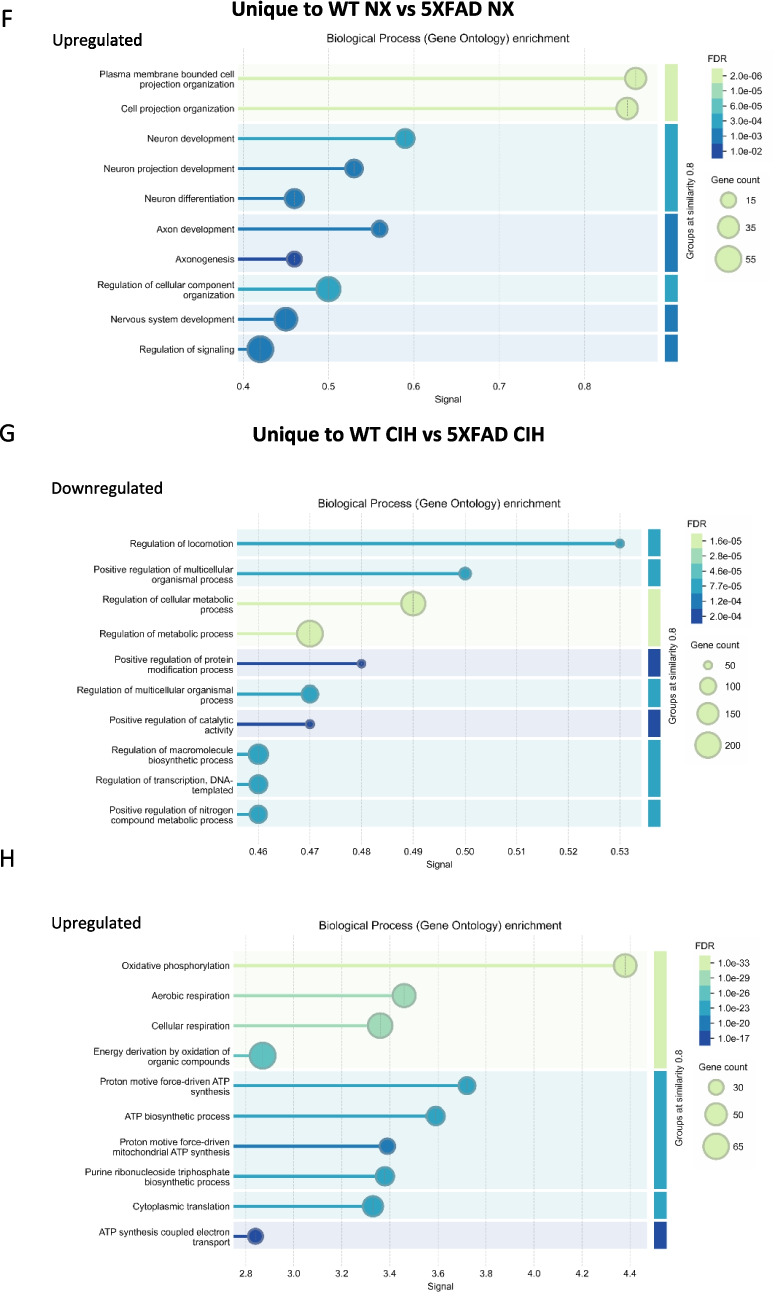
CIH exposure in males drives significant differential expression by RNA sequencing. RNA was isolated from CD11b+ cells immunomagnetically isolated from the cortex of 8-month-old WT and 5XFAD male mice. Volcano plots with significant DEGs compared by genotype (**A**, **D**) and treatment (**B**, **C**) for all genes FDR < 0.05, LFC > 1. Venn diagram showing the number of overlapping and unique genes between the male WT and 5XFAD comparisons in NX and CIH treatment (**E**). Biological processes gene ontology (GO) analyses of those genes specific to the male WT NX vs 5XFAD NX comparison that are downregulated (**F**) and upregulated (**G**). Biological processes GO analyses of those genes specific to the male WT CIH vs 5XFAD CIH comparison that are upregulated (**H**)

To further examine alterations to the DAM profile in males, we investigated the effect of the 5XFAD genotype in microglia from NX-exposed male WT and 5XFAD mice (Fig. 6E, left) and the effect of CIH on male WT and 5XFAD mice by cross-referencing all of the DEGs (up- and downregulated) between these comparisons (Fig. 6E). Surprisingly, 955 genes were shared between them, though there were 1965 genes unique to the WT CIH vs 5XFAD CIH comparison and 414 genes that were unique to the WT NX vs 5XFAD NX comparison (see Supplemental file 3). 

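Between the genotype comparisons under NX and CIH in males, 889 DEGs were shared, all in the same direction, 335 were called under NX only and 1875 under CIH only. The likelihood ratio test gave 993 shared, 449 and 1965. Of the 1875 genes called under CIH only, 1761 were tested under NX, where 1467 had the same sign and 276 had an FDR < 0.05. Of the 335 genes called under NX only, 322 were tested under CIH, where 294 had the same sign and 136 had an FDR < 0.05. The difference between the genotype effects was past the thresholds for 0 of 15813 genes in edgeR's quasi-likelihood test, with 3857 at an unadjusted p below 0.05. It was past them for 175 genes in the likelihood ratio test and for 308 in DESeq2, and without M 5XFAD NX 1 the quasi-likelihood test called 478.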

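Of the 335 genes called only in WT NX vs 5XFAD NX males, 161 were higher and 174 lower in 5XFAD. In the likelihood ratio test these were 215 and 234. The lists of border macrophage genes (4 members, odds ratio 109, adjusted p = 1.97e-05) and erythroid genes (2 members, odds ratio 60.1, adjusted p = 0.0159) were overrepresented among the 170 lower genes tested in both comparisons (Fisher's exact test).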

We analyzed these differences using a gene ontology (GO) enrichment analysis, and a summary of the top 10 significantly enriched pathways is presented in Figs. 6F-–H. None of the genes that were unique to the WT vs 5XFAD NX comparison was downregulated. However, the upregulated genes fell into categories associated with pathways involved in cell projection and neuron and axon development (Fig. 6F). 

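GO categories were not retested. Among the 152 genes called higher only under NX and tested in both male comparisons, 4 were on the astrocyte list (odds ratio 57.3, adjusted p = 9.56e-05, Fisher's exact test). The astrocyte list as a whole had a median log2FC of 1.57 in WT NX vs 5XFAD NX (9 of 11 genes higher, adjusted p = 0.000668 in camera and 0.0162 in fry) and of 0.12 in WT CIH vs 5XFAD CIH (7 of 11, adjusted p = 0.70 in camera). The difference between the 2 effects had a median log2FC of −1.44, with all 11 genes lower (adjusted p = 0.00086 in camera, 0.137 in fry). The neuron list had a median of −0.24 under NX (5 of 14 genes higher, adjusted p = 0.608 in camera).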

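Of the 1875 genes called only in WT CIH vs 5XFAD CIH males, 849 were lower and 1026 higher in 5XFAD. Scaling by library size alone turned these numbers to 2144 and 673. Leaving out M 5XFAD CIH 5 gave 697 and 836, the lowest total of the fits that each left out 1 library.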

The genes that were uniquely decreased in microglia from the WT CIH vs 5XFAD CIH comparison were enriched for gene categories involved in locomotion, cellular metabolic processes, protein modification, catalytic activity, macromolecule biosynthesis, transcription and nitrogen compound metabolism (Fig. 6G). Notably, the upregulated genes unique to the WT CIH vs 5XFAD CIH comparison were enriched for GO pathways associated with oxidative phosphorylation, aerobic and cellular respiration and ATP synthesis (Fig. 6G). Together, comparisons between the effect of genotype and treatment highlight the idea that CIH treatment alters oxidative phosphorylation and cell respiration, among others, in 5XFAD microglia. 

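With 14345 genes tested in both male comparisons as background, 47 of the 77 OXPHOS genes were among 992 genes called higher only under CIH (odds ratio 22.0, p = 3e-35, two-sided Fisher's exact test). The odds ratio lay between 17.0 and 23.9 in the fits that each left out 1 library. Over the whole list, 75 of 78 genes were higher in 5XFAD CIH than in WT CIH, with a median log2FC of 1.29 (adjusted p = 1.86e-19 in camera and 0.00294 in fry). Under NX, 72 of 78 were higher, with a median of 0.41 (adjusted p = 0.00128 in camera and 0.336 in fry). The same set of 992 genes held 42 ribosomal protein genes (odds ratio 13.7, adjusted p = 7.73e-25) and 8 mitochondrially encoded genes (odds ratio 25.6).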

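Tested as the interaction of genotype and treatment, 77 of 80 OXPHOS genes had a larger genotype effect under CIH in males, with a median log2FC of 0.83 (adjusted p = 7e-20 in camera, 0.103 in fry, 0.476 with an estimated correlation). Removing the trends on gene length, GC content and expression lowered the median to 0.33 (adjusted p = 0.00302 in camera). The mean log2 CPM of the list was 5.28 ± 0.236 in WT NX, 4.81 ± 0.0453 in WT CIH, 5.68 ± 0.555 in 5XFAD NX and 5.94 ± 0.418 in 5XFAD CIH (SD, n = 5 each). The fall in WT males was larger than the spread between libraries (two-sided exact permutation p = 0.00794, adjusted p = 0.0375 over 156 tests). The rise in 5XFAD males, the comparison within the genotype, was not (two-sided exact permutation p = 0.421). Within groups, the score of the list fell with the slope of expression on gene length, which was taken in each library over genes outside the lists (Pearson's r = −0.79, permutation p = 0.001; Spearman's rho = −0.695, permutation p = 0.005; 20 male libraries, 8 relations computed). Without the 2 libraries farthest from the median slope, r was −0.692. These values pool the groups, and M WT CIH did not follow them. There, the library with the highest slope (0.0933) had a score of 4.860, and that with the lowest slope (−0.0154) had 4.859. With this slope as a covariate, the interaction in the score changed from 0.73 (SE 0.329) to 0.09 (SE 0.244). From its comparisons of genotype and treatment effects, the paper proposes that CIH alters oxidative phosphorylation and cell respiration in 5XFAD microglia.

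**Figure D2:**
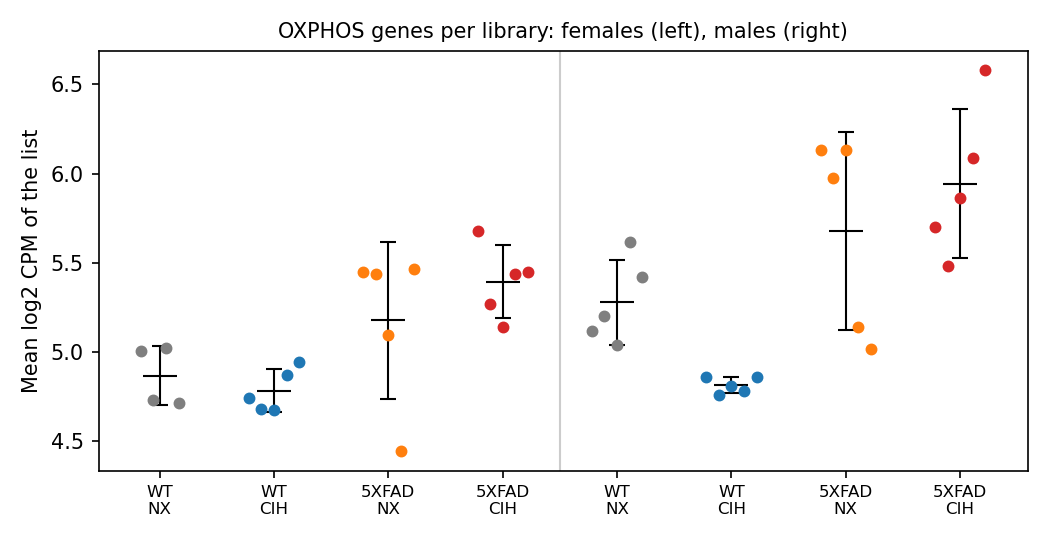
Mean log2 CPM of the OXPHOS list in each library, by sex and group, with the group mean and SD. The male WT CIH libraries sit close together around 4.81, and the male 5XFAD NX libraries spread over a wider range.

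**Figure D3:**
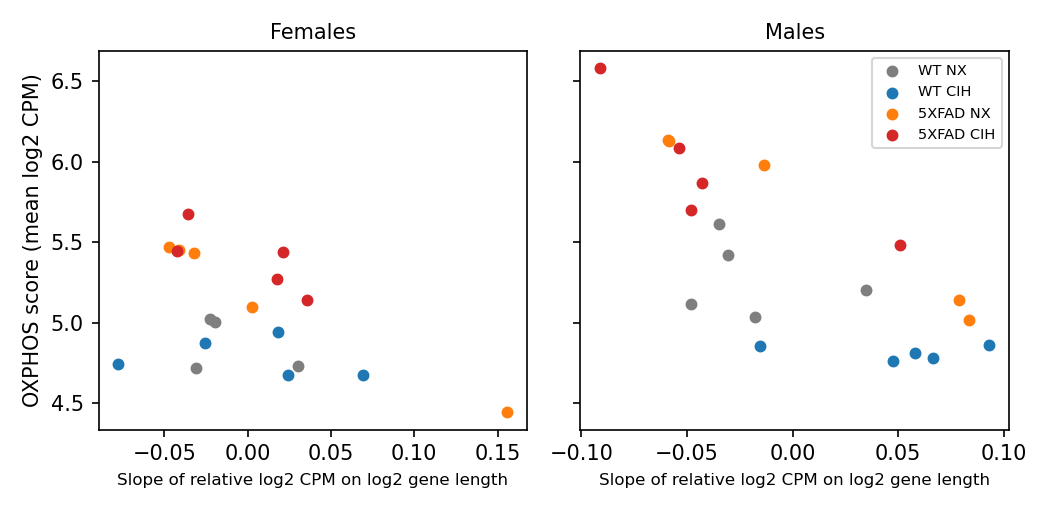
Mean log2 CPM of the OXPHOS list against the slope of relative log2 CPM on log2 gene length in each library, by group. Pooled over the groups, libraries with a lower slope have higher OXPHOS scores within groups, but the male WT CIH libraries do not follow this.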

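Of the 161 genes called higher only under NX in males, 174 being lower, none had an interaction of genotype and treatment at an FDR < 0.05 in edgeR's quasi-likelihood test. No list of microtubule genes was fixed before the data were examined, and none was tested. Among all genes called under NX only, the median absolute log2FC was 1.31 under NX, and the median log2FC in the same direction under CIH was 0.65.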

Interestingly, the DEGs in 5XFAD microglia from the NX comparison, but not the CIH comparison, suggest that microtubule structure and microglial morphology may be more impacted by the 5XFAD genotype, although the significance of this requires additional investigation.

## Discussion

There is a strong clinical correlation between AD and OSA. But despite a high prevalence of both disorders, their relationship remains poorly understood. Insights into this interaction could be leveraged as an early intervention strategy to mitigate or lessen future cognitive decline. Accordingly, the goal of our experiments here was to study the effects of the CIH associated with sleep disordered breathing in an animal model of early amyloid pathology. We initiated CIH exposure at 4 months of age, an early stage of pathology in the 5XFAD mouse model, and continued it daily until sacrifice. As we expected, we found that CIH exposure reduced body weight in 5XFAD male and female mice. In contrast to our initial hypothesis, however, the combination of amyloid pathology and CIH did not significantly alter amyloid plaque deposition (Fig. 2), nor the number of astrocytes (Fig. 3) or microglia (Fig. 4) in the cortex. CIH also did not alter the way microglia clustered around amyloid plaques, in 5XFAD of either sex. But as expected, there were significant transcriptomic changes induced by CIH exposure in microglia from WT animals, although this is the first report of these transcriptomic alterations in murine microglia. CIH exposure also significantly altered the microglia transcriptome associated with amyloid pathology compared to CIH exposure in WT microglia (Figs. 5 and 6). Few DEGs were induced by CIH in 5XFAD microglia (compared to 5XFAD NX-exposed microglia) from either female (Fig. 5) or male (Fig. 6) mice, likely because the effect of the 5XFAD genotype is a stronger driver of transcriptomic changes in microglia than CIH.

We chose to model the intermittent hypoxia aspect of SDB in the present studies. Although intrathoracic pressure swings, sleep fragmentation, intermittent hypercapnia, and augmented sympathetic drive (among others) also characterize SDB [52, 53], most SDB morbidities can be modeled in rodents with CIH exposure alone [54, 55]. The use of CIH in animal models permits mechanistic investigations of individual SDB features that are not possible in humans where multifactorial traits cannot be readily disentangled. The duration, interval and severity of the intermittent hypoxia are critical determinants of its potential to exert neuroprotective or pathologic effects [56–58]. However, a limitation of this CIH model is that it is unclear whether the mice also experienced sleep fragmentation [29, 59], and if so, for how long, as this is also thought to contribute to cognitive decline in the aging population [60, 61] and may interact with amyloid pathology [62]. Further, recent work suggests that cognitive changes associated with CIH in mouse models may be mediated by activation of the NLRP3 inflammasome [63], a major mediator of inflammation that accompanies AD and aging [64]. In fact, NLRP3-mediated neuroinflammation is thought to reduce microglial phagocytosis of Aβ [65], providing another potential link between AD and OSA co-morbidity.

Previous data suggests a significant interaction between OSA and AD in other AD-like models of amyloidosis, exposed to a much shorter duration of CIH (a few days or weeks vs 4 or 6 months in our studies). For example, in 10–11-month-old APP/PS1 mice, exposure to CIH for 4 weeks induced astrogliosis in the cortex [34]. Further, recent work using the APP NL-G-F knock-in mouse identified changes in Aβ, hyperphosphorylated tau, and β-Secretase 1 (BACE-1) in male mice 2 weeks following a 4-day CIH protocol [66]. Multiple groups have identified spatial learning and memory deficits induced by CIH based on reductions in behavioral performance, postsynaptic density, and long-term potentiation in the hippocampus in two separate AD model paradigms: APP/PS1 mice after 2 weeks of CIH treatment and a tau mouse model after 8 weeks of CIH exposure [67, 68]. When compared to our findings, these data support the idea that changes in the neuroinflammatory response may be dependent on the CIH exposure time, as we did not identify changes in pathology or gliosis by microscopy in the much longer, multi-month CIH timepoints we assessed here. Mice are incredibly adaptable to hypoxia, reducing their metabolic rates to adapt to the low oxygen environment. Because of this, we chose to expose them to 6% inspired O_2_ for 12 h each day. In addition, the CNS is highly plastic and can adapt to compensate for pathologic insults, especially after several months of CIH exposure, as used here. We have previously shown that this CIH paradigm induces neuronal death in the mouse hippocampus within 2 weeks of CIH exposure, and by 1 month, neuronal loss is no longer detectable [33]. This has been suggested to be due to compensatory neurogenesis induced by CIH [29, 69]. Future work could include longitudinal behavioral testing to distinguish the temporal dynamics of CIH exposure and CNS adaptation mechanisms in mice.

Previous work by us and others [38, 70] suggests the effects of CIH are sex-dependent. In the present report, females demonstrated few microglial transcriptomic changes when the effects of CIH treatment were compared to NX in 5XFAD animals. However, analysis of the comparisons made between WT and 5XFAD mice in the CIH condition identified an enrichment of GO terms associated with learning and memory as well as oxidative phosphorylation in the upregulated DEGs. These changes suggest there may be an effect of CIH exposure on metabolic processes, and may hint at a mechanism for the behavioral changes often associated with AD [48]. The differential expression of pro-inflammatory genes in isolated microglia from WT males following CIH treatment aligns with what our group and others have shown in both in vitro and in vivo models ([32], reviewed in [33]). The comparison of NX vs CIH treatment of 5XFAD male mice only resulted in the identification of a single DEG (*tcap*) which, given current literature, does not clarify how CIH and the 5XFAD genotype interact. More DEGs may be identified if there is a critical window for interaction between CIH treatment duration and amyloid pathology progression. To further investigate this interaction in our existing dataset we analyzed the comparisons made between WT and 5XFAD mice in the NX and CIH conditions. Notably, CIH appeared to dampen the DAM profile established in 5XFAD microglia. The identification of GO pathways associated with oxidative phosphorylation and ATP synthesis in 5XFAD CIH mice versus the WT CIH comparisons, but not within the NX genotype comparisons, may suggest that CIH influences the metabolic response of microglia.

As AD and SDB pathologies become more prevalent, the processes underlying their clinical association become of increasing importance. We sought to model SDB during the early accumulation phase of amyloid pathology. While there were no gross pathologic changes detected in the cortex of male or female 5XFAD mice, the effects on the microglia transcriptome, particularly in metabolic pathways, were mechanistically informative. Given the sex differences in OSA (males disproportionately affected) [70] and AD (females disproportionately affected) [71] and that there was an interaction between CIH and 5XFAD on the microglial transcriptome, it is intriguing and will require future analyses of potential hormonal contributions as the mice in the present study were gonadally intact. In sum, our results highlight the need for and importance of additional studies to examine the effect of longer-term CIH exposure on later stages of AD pathology using tau mouse models, the role of gonadal hormones, and investigating other aspects of SDB beyond CIH, such as sleep fragmentation.

## Supplementary Information

Below is the link to the electronic supplementary material.

ESM 1 (XLSX 342 KB)

ESM 2 (XLSX 437 KB)

ESM 3 (XLSX 1.01 MB)

## Data Availability

Sequencing data are available on GEO (accession #GSE272491). Please contact authors to request any additional data.

How the deposited data were processed for this re-analysis (not part of the article)

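Microglia were isolated with CD11b magnetic beads from the brains of WT and 5XFAD mice after CIH or NX, and their RNA was sequenced by the authors' provider (mRNA libraries, Illumina, paired-end). Values of 39 libraries were analysed, 19 from females and 20 from males, with 5 libraries in each group except 4 in female WT NX. Each library was treated as one animal, as the sample labels number them. Sex, genotype and treatment came from the labels and the paper. The labels and the paper differ in the low oxygen level (6.5% against 6%) and the hours per day (8 against 12), and the paper's values were used.

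According to the paper, the authors aligned the reads to GRCm38 and counted them on genes, and they deposited these counts as whole numbers without normalization. The aligner, the counting tool and their versions are not named in the paper's text. As deposited by the authors, the FPKM values are the counts divided by gene length and by each library's total, which was checked on the tables. The male tables give Ensembl identifiers, gene positions and gene lengths on GRCm38. The female tables give gene symbols alone, so gene length in females was taken from the ratio of count to FPKM. The 2 tables share 34416 symbols, and comparisons between the sexes were made on these.

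Total counts were 14731683 to 25906121 per female library and 13457293 to 23095627 per male library. The CPM filter of 1 corresponds to 15 reads in the smallest female and 13 reads in the smallest male library. Genes at 3 counts or fewer in every library of a group were given no fold change from the fit but a bound against 3 counts. The SD and SE given are those between libraries.

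Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test), each pair of groups on its own, over genes with CPM above 1 in at least 3 of the samples compared. DEGs had a Benjamini-Hochberg FDR below 0.05 and an absolute log2FC above 1. The paper states edgeR, the same filter and the same thresholds. Its supplementary lists hold a likelihood ratio statistic, so edgeR's likelihood ratio test was run as an alternative. The interaction of genotype and treatment was tested over the 4 groups of a sex, and the difference between the sexes over both sexes of a genotype. Genes named in the text are those the paper names, members of the gene lists, and in each comparison the 2 DEGs with the largest rise and the 2 with the largest fall among DEGs whose libraries did not overlap between the groups. Any other gene was named after its value was seen, which is said where it appears.

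Gene lists were written before the data were examined. They covered DAM, homeostatic microglia, interferon response, hypoxia, dissociation, neuron, astrocyte, oligodendrocyte, neutrophil, border macrophage, endothelial, erythroid, nuclear-encoded OXPHOS, mitochondrially encoded, ribosomal protein, solute carrier, structural RNA, transgene and sex-linked genes. Lists with at least 3 genes tested were tested with camera (inter-gene correlation 0.01), and with fry and camera with an estimated correlation as alternatives (limma 3.58.1). A library's score is the mean log2 CPM of a list (prior count 1), compared between groups with two-sided exact permutation tests. Membership among uniquely called genes was tested with Fisher's exact test against the genes tested in both comparisons. The odds ratios given with it were computed apart from the test, with a small constant added to each cell count. The odds ratio of Slc genes among DEGs is the estimate of the exact test itself. The GO analysis of the paper (PANTHER in STRING) was not repeated, because no GO annotation was at hand. The result of the transgene list and those of some single genes are not reported here.

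The alternatives were set before the data were examined, apart from those the closing section names. They were DESeq2 1.42.0, the likelihood ratio test, scaling by library size alone, no filter on low counts, at least 10 counts in every sample, an FDR limit of 0.01, FDR alone, all 4 groups in one fit, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), removal of the trend on gene length, and each library left out in turn. The samples the paper used in each comparison were identified from the log2FC of its supplementary lists, and an alternative on those samples was added after this was seen.

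The tests were tried on simulated data built from the libraries of WT NX and WT CIH in each sex and of the male interaction. Where 200 genes were given a log2FC of 2, the quasi-likelihood test called 200 of them in WT males with 7 false calls, 199 in WT females with 7 and 192 in the male interaction with 6. With no change put in, it called 0, 1 and 1 genes, the likelihood ratio test called 2, 5 and 6, and DESeq2 called 4, 5 and 6. Each gene was drawn on its own around a common mean, and the changed genes were taken from those well above the CPM filter. The simulated data therefore held no outlying library, no gradient between libraries and no correlation between genes. They do not show how the tests behave where the real libraries have these.

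No library was left out of the main values. Experiments of the paper other than RNA-seq were not analysed here.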

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

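The tests of technical explanations below, and their limits, were chosen only after the results were seen, as were the counts over other splits for the genes called in one comparison only, the male interaction and the interactions of the OXPHOS and DAM lists. Of 62 groups of 4 or 5 libraries that were checked for a library far from the others, 8 held one past Dixon's critical value, and about 1 in 20 do so by chance.

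F 5XFAD NX 4 was far from the other 4 libraries of its group in 4 measures. It had 38551 genes detected (others 21697 to 22148), a slope of expression on gene length of 0.156 (others −0.0469 to 0.00281), a DAM score of 7.05 (others 9.69 to 10.5) and 2.88 CPM of Ptpn5 (others 0 to 0.404). Of the 1880 genes called between WT NX and 5XFAD NX females without this library, 84.9% put it nearer the mean of the WT NX libraries than that of the other 5XFAD NX libraries. This share was 90 to 97.4% in the 5 WT CIH libraries and 6.28 to 20.8% in the 5 5XFAD CIH libraries. Its Cst7 was at 18.9 CPM. Its App, at 244.6 CPM, lay within the range of the WT females (215.6 to 328.6) and below each of the other 5XFAD females (322.1 or more). Its Thy1, at 1.83 CPM, went the other way. It lay above every WT female (at most 1.36) and within the range of the other 5XFAD females (1.09 to 4.24). These Thy1 values lie near the minimum of 1 CPM. Dilution of a 5XFAD profile by genomic DNA would lower the homeostatic list along with the DAM list. Its homeostatic score was 0.19 above the mean of the other 4 (SD 0.0619), and its DAM score differed from their mean by −3.17, which argues against dilution. At 11.06, its homeostatic score also lay below every WT female (11.27 or more) and above every other 5XFAD female (at most 10.95). Its border macrophage score of 2.88 lay below every WT female (3.74 or more). These 2 scores go against a plain WT profile. A WT profile with added reads from genomic DNA was not tested. In F WT CIH 2 and 3, 319 and 349 olfactory and vomeronasal receptor genes were detected. Their homeostatic scores (11.31 and 11.34) were the lowest of their group. F WT CIH 5, with 190 such genes, had 11.43, and the border macrophage scores of F WT CIH 2 and 3 (4.119 and 4.014) stayed above 2.88. A mislabelled sample may explain the pattern, given the share of 84.9%. The limit for this share was first set at 90%, under which the same value would count against a mislabelled sample, and it was lowered to 50% after the value was seen, because the prediction as written spoke of most of the genes. The answer therefore rests on the choice of limit. A 5XFAD animal with little microglial response stays open and was not tested, and no genotype was read from sequence.

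Genes detected were also far from the others in M WT CIH 5 (33169, others 21900 to 24461). In F 5XFAD NX 4 and M WT CIH 5, 989 and 857 olfactory and vomeronasal receptor genes were detected. Within groups over the 39 libraries, genes detected did not rise with total counts (Spearman's rho −0.270, Pearson's r −0.250, permutation p for rho 0.06), which argues against deeper sequencing. The genes detected other than receptors rose with the number of receptor genes (rho 0.900, r 0.955), and without these 2 libraries rho was 0.843 and r 0.933 (permutation p for rho 1e-04, the smallest the permutations can give). These values are in line with genomic DNA in some libraries (rho 0.843). No other source of low counts over many genes was tested, and the design names no biological difference within a group.

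Single genes were far from the others in 3 more libraries. Erdr1_1 was at 5.20 CPM in F WT CIH 4 (others 0.292 to 1.38), Rn7sk at 392.3 CPM in F 5XFAD NX 1 (others 1.75 to 48.6) and Cxcl10 at 7.65 CPM in M WT CIH 1 (others 2.36 to 3.75). Without the library in question, the log2FC of Erdr1_1 between WT NX and WT CIH females was −4.04 in place of −3.00, that of Rn7sk between 5XFAD NX and 5XFAD CIH females −1.60 in place of −4.07, and that of Cxcl10 between WT NX and WT CIH males −1.60 in place of −1.21. No technical explanation was tested for these genes, and the design names no difference between animals of a group, so no biological explanation was tested.

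The effect of CIH differed between the sexes in WT mice. The difference was past the thresholds for 183 genes, and 1 of the 100 splits of the treatment labels within each sex, the real one, gave as many. With every WT library thinned to 13510560 counts, the smallest total among the 19 (the largest was 25194442), 194 genes passed the thresholds, and at most 58 did in the other splits of the thinned libraries, which argues against library size as the whole cause. In the thinned libraries, 233 genes were DEGs in WT males (376 without thinning) and 0 in WT females, where 533 had an unadjusted p below 0.05. The slope of expression on gene length was −0.0192 ± 0.0322 in M WT NX and 0.0499 ± 0.0403 in M WT CIH (SD, n = 5 each; two-sided exact permutation p = 0.0159, adjusted p = 0.067 over 156 tests). With this slope as a covariate, 96 genes passed the thresholds in the sex difference, and at most 1 did in the other splits fitted with the same covariate, which argues against a gradient between libraries as the whole cause. This test was first written to ask whether fewer genes pass with the covariate, which they did (96 against 183), and it was reworded to the whole cause after that value was seen. In WT males alone, 45 genes passed with the covariate and 376 without it, so part of the difference may follow this gradient (96 genes left). The tables of the sexes were made separately with different annotation, and a difference between them is confounded with sex. A response to CIH that depends on sex stays open.

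In males, the genotype effect was larger under CIH than under NX for the OXPHOS list (median interaction 0.83, 77 of 80 genes higher, adjusted p = 7e-20 in camera and 0.103 in fry) and for the DAM list (0.74, 31 of 33 genes higher, adjusted p = 1.44e-13 and 0.0162). Of the 100 splits of the treatment labels within genotypes, 2 gave a median as far from 0 for OXPHOS and 1 for DAM, the real one included. After the trend on gene length was removed, the medians were 0.72 and 0.6983 (adjusted p = 5.21e-08 and 1.25e-05 in camera), which argues against a length trend as the whole cause. After the trends on length, GC content and expression were removed, they were 0.33 for OXPHOS (adjusted p = 0.00302) and 0.27 for DAM (adjusted p = 0.081), so these trends together stay open for the DAM list and are argued against as the whole cause for the OXPHOS list. A gradient between libraries is a candidate explanation for both. With each library's slope of expression on gene length as a covariate, the difference between the genotype effects on the OXPHOS score fell from 0.73 (SE 0.329) to 0.0897 (SE 0.244), and on the DAM score from 0.70 (SE 0.215) to 0.267 (SE 0.148). Both are within 2 SE of 0, the limit used, but the DAM difference stays above 1 SE, so the gradient accounts for it less fully. With each library left out in turn, these lay between −0.0857 and 0.155 and between 0.188 and 0.305. The fall of the OXPHOS score in WT males changed from −0.46 (SE 0.232) to −0.0721 (SE 0.167). Within the WT male groups, however, the score did not clearly follow the slope. The libraries with the lowest and highest slope scored 5.118 and 5.201 in M WT NX, and 4.859 and 4.860 in M WT CIH. The adjusted value therefore does not decide whether the gradient explains the fall in WT males. The slope may itself follow a biological change, since M WT CIH had the higher slope, and no table separates the 2. Within 5XFAD NX, M 5XFAD NX 4 and 5 had OXPHOS scores of 5.14 and 5.02, and the other 3 had 5.98 to 6.13. An effect of CIH on the response to genotype stays open.

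In females, the same difference had a median of 0.25 for the OXPHOS list (79 of 80 genes higher, adjusted p = 4.05e-14 in camera and 0.419 in fry) and 0.45 for the DAM list (32 of 33 genes higher, adjusted p = 1.12e-10 and 0.386). Of the 100 splits of the treatment labels within genotypes, 15 and 19 gave a median as far from 0, so the split of the samples alone may give such values. Without F 5XFAD NX 4, the medians were 0.14 and 0.26, and without F WT NX 1 the DAM median was 0.2628. On the paper's samples, the genotype effect was larger under CIH for 24 of the 33 DAM genes and smaller for 9. After the trends on gene length, GC content and expression were removed, the OXPHOS median was −0.21 (adjusted p = 0.0621) and the DAM median 0.22 (adjusted p = 3.73e-18).

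By staining, the paper found more reactive astrocytes in 5XFAD mice and no change of their number under CIH in this genotype. Its RNA-seq text does not report on cell types other than microglia. Of their lists, the endothelial and neutrophil lists had negative medians under CIH in males of both genotypes, and some others had positive medians, given below. The endothelial list had a median log2FC of −1.215 in 5XFAD males (10 of 10 genes lower, adjusted p = 1.13e-16 in camera and 0.0333 in fry; score lower by exact permutation, p = 0.00794, adjusted p = 0.0375 over 156 tests). In WT males its median was −0.7314 (10 of 10 genes lower, adjusted p = 0.218 in camera and 0.527 in fry; exact permutation of the score, p = 0.492, adjusted p = 0.672). The neutrophil list had −1.51 in WT males (12 of 12 genes, adjusted p = 0.000374 in camera and 0.137 in fry; exact permutation of the score, p = 0.0476, adjusted p = 0.146) and −1.49 in 5XFAD males (11 of 11, adjusted p = 1.22e-05 and 0.469; exact permutation of the score, p = 0.254, adjusted p = 0.454). In WT males, 7 of its 12 genes were among the 132 lower DEGs and 8 passed an FDR of 0.05. In females, the endothelial median was 0.00287 in WT and 0.40 in 5XFAD, and the neutrophil medians were −0.44 and −0.77 (adjusted p = 0.769 and 0.214 in camera). The most abundant neutrophil genes, S100a9 and S100a8, were at 194 and 142 CPM in M WT NX and at 55.4 and 44.0 in M WT CIH. The most abundant endothelial genes in M 5XFAD NX, Flt1, Cldn5 and Pecam1, were at 104, 24.4 and 21.8 CPM there and at 88.1, 7.88 and 15.8 in M 5XFAD CIH. None of the 10 endothelial and 12 neutrophil genes is on another list or named by the paper, and 3 and 9 of them exceeded 1 CPM in every male library. Within groups, members of each list varied together (mean correlation 0.695 and 0.818, above all of 1000 random lists of similar expression), which is in line with RNA from other cells. A changed share of microglia alone would move the lists of all other cell types the same way. In 5XFAD males, the erythroid list was at 0.56 while the endothelial list fell (scores apart by 1.94, two-sided exact permutation p = 0.0159). In WT males, the astrocyte list was at 1.205 while the neutrophil list fell (scores apart by 2.42, two-sided exact permutation p = 0.00794). These values argue against a change in the share of microglia as the only cause. They cannot exclude such a change where other cell types also vary on their own. The erythroid and astrocyte lists were picked as those with the largest median among 7 cell lists, and the 2 p-values are not adjusted for this choice. Whether such cells were fewer in the brain or were removed differently at isolation was not tested.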

How the results depend on the processing

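No test of an explanation was added in this part. The following kept their direction and their side of the threshold, or a count within 1.5 times, in the results they were run for: at least 10 counts in every sample, limma on log2(FPKM + 0.1) except for OXPHOS among uniquely called genes in females, and unique by FDR alone. The limit of 10 CPM left out no DAM gene, so it tested nothing. Single genes are given at the end. For each change below the cause was not tested, unless the setting itself holds fewer or more genes, such as a stricter FDR limit. Alternatives chosen after seeing the data were the likelihood ratio test on the study's samples, the removal of 3 trends together, the alternatives of the DAM list other than the one above 10 CPM, and those of OXPHOS among uniquely called genes other than unique by FDR alone.

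With FDR 0.05 alone, the counts rose to 2013 (F WT NX vs F 5XFAD NX, from 869), 7739 (F WT CIH vs F 5XFAD CIH, from 1932), 2638 (M WT NX vs M 5XFAD NX, from 1224), 4279 (M WT NX vs M WT CIH, from 376), 7248 (M WT CIH vs M 5XFAD CIH, from 2764) and 2219 (sex difference in WT, from 183). Genes called in both genotype comparisons rose to 1878 in females (from 759) and 2085 in males (from 889), those called under CIH only to 5861 (from 1173) and 5163 (from 1875), and those under NX only to 553 in males (from 335). With FDR 0.01, F WT NX vs F 5XFAD NX fell to 7, M WT NX vs M WT CIH to 162, the sex difference in WT to 73, shared genes in females to 7, and genes under NX only to 0 in females (from 110; 4945 genes had an unadjusted p below 0.05 under NX) and 190 in males.

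With all 4 groups in one fit, F WT NX vs F 5XFAD NX rose to 1330, genes under NX only in females to 267, and M WT NX vs M WT CIH fell to 0, with 4491 genes at an unadjusted p below 0.05. With no filter on low counts, F WT NX vs F WT CIH rose from 0 to 21, M WT NX vs M WT CIH to 639 and the male interaction from 0 to 790. With library size only, genes under NX only fell to 66 in females and genes under CIH only rose to 2817 in males. Over all genes, this scaling moved the median log2FC by −0.148 (F WT NX vs F 5XFAD NX), −0.193 (F WT CIH vs F 5XFAD CIH), −0.192 (M WT NX vs M 5XFAD NX), −0.376 (M WT CIH vs M 5XFAD CIH) and −0.177 (male interaction), and by less than 0.1 in the other comparisons.

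With DESeq2, M 5XFAD NX vs M 5XFAD CIH rose from 0 to 1 (Tcap), the male interaction to 308, the sex difference in 5XFAD from 0 to 3 (Reck and Ccdc106 among them, named after their values were seen) and genes under NX only in females to 194. With the likelihood ratio test, these were 1 (Tcap), 175, 5 (Reck, Ccdc106, Iqch and Nudt8 among them, the last 2 also named after their values were seen) and 201, and the sex difference in WT rose to 278. With the likelihood ratio test on the study's samples, F WT NX vs F 5XFAD NX rose to 1969, F WT NX vs F WT CIH to 6, F 5XFAD NX vs F 5XFAD CIH from 0 to 8, shared genes in females to 1429 and those under NX only to 540, and those under CIH only fell to 534. With limma on log2(FPKM + 1), the counts fell to 467, 1058, 723, 234 and 1757 in the first 5 comparisons above, shared genes to 408 in females and 536 in males, genes under NX only to 59 and 187, and genes under CIH only to 650 and 1221.

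With the replicate number as an additive term (replicate block), F WT NX vs F 5XFAD NX fell to 7, shared genes in females to 7, genes under NX only to 0 in females and 185 in males, and genes under CIH only rose to 1955 in females. The replicate numbers do not pair the samples by the expression values: of 38 correlations between libraries of the same number, 12 were over 0.1 and they ran from −0.494 to 0.349.

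The odds ratio of OXPHOS genes among those called higher only under CIH in females, 3.45 in the main values, was 1.89 with FDR 0.01 (p = 0.0942, Fisher's exact test here and below), 1.42 with library size only (p = 0.562), 1.83 with limma on log2(FPKM + 1) (p = 0.319), 1.43 on log2(FPKM + 0.1) (p = 0.559) and 1.73 with the replicate block (p = 0.113). It rose to 22.3 with FDR 0.05 alone (p = 1.96e-35, Fisher's exact test) and 5.43 with no filter on low counts (p = 0.000129). In males it was between 14.3 and 38.3 in the settings run, with library size only and with no filter on low counts.

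Set tests that allow for correlation between genes gave larger p-values for the same medians. In fry, the OXPHOS list was no longer past 0.05 in F WT NX vs F 5XFAD NX (0.33, adjusted p = 0.413), F WT NX vs F WT CIH (−0.0932, 0.53), F 5XFAD NX vs F 5XFAD CIH (0.19, 0.521), M WT NX vs M 5XFAD NX (0.41, 0.336), M 5XFAD NX vs M 5XFAD CIH (0.25, 0.564) and the interaction in females (0.25, 0.419) and males (0.83, 0.103), and the DAM list not in the female interaction (0.45, 0.386). With an estimated correlation in camera, none of the 10 OXPHOS tests was (adjusted p from 0.404 to 0.808, also with −0.0932 in F WT NX vs F WT CIH, −0.52 in M WT NX vs M WT CIH, 0.65 in F WT CIH vs F 5XFAD CIH and 1.29 in M WT CIH vs M 5XFAD CIH), and neither was the DAM interaction (0.45 in females, adjusted p = 0.495, and 0.74 in males, adjusted p = 0.307). With the length trend removed, the OXPHOS median was 0.23 in F WT NX vs F 5XFAD NX (adjusted p = 0.0658) and −0.0719 in F WT NX vs F WT CIH (0.166). With the trends on length, GC content and expression removed, it was 0.11 (0.373) and −0.0035 (0.665) in these, 0.0931 in M 5XFAD NX vs M 5XFAD CIH (0.0566), and reversed to −0.21 in the female interaction (0.0621), and the male DAM interaction was 0.27 (0.081).

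With each library left out in turn, F WT NX vs F 5XFAD NX ranged from 27 genes (without F WT NX 3) to 1880 (without F 5XFAD NX 4), and all 9 fits moved it by over 1.5 times. Shared genes in females ranged from 24 to 1394, genes under NX only from 3 to 486, and genes under CIH only from 1908 down to 538, without the same libraries in this order. M WT NX vs M WT CIH ranged from 267 to 621 (without M WT NX 1), the male interaction from 0 to 478 (without M 5XFAD NX 1), the sex difference in WT from 111 (without F WT NX 2) to 297 (without M WT NX 1; 275 without M WT CIH 1), and that in 5XFAD from 0 to 1 (Ccdc106, without M 5XFAD NX 1). The odds ratio of OXPHOS genes in females ranged from 1.755 (without F WT NX 3) to 5.17 (without F 5XFAD CIH 3), and its p was over 0.05 in 5 of the 19 fits. The OXPHOS median ranged from −0.15 (without F WT NX 4) to −0.0410 (without F WT NX 1) in F WT NX vs F WT CIH (−0.0483 and past no threshold without F WT NX 3) and from 0.0556 (without F 5XFAD NX 4; 0.1055 without F 5XFAD CIH 1) to 0.26 in F 5XFAD NX vs F 5XFAD CIH. In M 5XFAD NX vs M 5XFAD CIH, where it was 0.25, it ranged from 0.0926 (without M 5XFAD CIH 5) to 0.392 (without M 5XFAD NX 3), with 0.1048 and 0.1181 without M 5XFAD NX 5 and 4 and 0.386 without M 5XFAD NX 1. In the other comparisons of 2 groups, no fit without a library moved a count by over 1.5 times.

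Of the results for single genes the paper names, 12 became stronger and 11 weaker in the settings run: weaker in 5 with all 4 groups in one fit, 2 with limma and 4 without a library; stronger in 2 each with DESeq2, the likelihood ratio test, this test on the study's samples and no filter, 1 with at least 10 counts in every sample and 3 without a library. Ptpn5 (0 to 2.88 CPM in 5XFAD females) and Xlr3a (at most 2.54 CPM in males) lie near the minimum of 1 CPM, which is 13 reads in the smallest male and 15 reads in the smallest female library, so their fold changes rest on few reads.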

Differences from the paper's values

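Of the tests below, the likelihood ratio test on the study's samples was chosen only after the results were seen, and no test of an explanation was added in this part. In WT NX vs 5XFAD NX females, 869 genes were DEGs, against the paper's 2013, with 638 higher (the paper's 1050) and 231 lower (the paper's 963). In this part, a gap in a count is called closed where the alternative came within 1.5 times the paper's count, so a difference can remain. Of the alternatives set before the data were examined, FDR 0.05 alone (2013, with 1054 higher and 959 lower) and leaving out F 5XFAD NX 4 (1880, with 1013 and 867) closed the gap for all 3 counts. The equal total under FDR 0.05 alone is not the paper's setting, since all 1998 genes of its supplementary list passed both thresholds. Their log2FC differed by a median of 0.227 from a fit of all samples and by 0.00037 without F 5XFAD NX 4. DESeq2 (831), the likelihood ratio test (794), no filter on low counts (705) and all 4 groups in one fit (862) closed it for the higher genes only, each still below the paper's 1050. The others did not. Chosen after seeing the values, the likelihood ratio test on the study's samples gave 1969, with 1040 and 929.

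In WT NX vs WT CIH females, 0 genes were DEGs (565 at an unadjusted p below 0.05), against the paper's 8, of which its supplementary list gives 2 higher and 6 lower, each against 0 here. None of the alternatives set before the data were examined closed the gap. With no filter on low counts 21 genes were called, all lower, and the others gave 0. On the study's samples, the likelihood ratio test, chosen after seeing the values, gave 6, with 1 higher and 5 lower. In 5XFAD NX vs 5XFAD CIH females, 0 genes were DEGs (470 at an unadjusted p below 0.05), against the paper's 9, with 7 higher and 2 lower, each against 0 here. None of the alternatives set before the data were examined closed the gap, and the likelihood ratio test on the study's samples, chosen after seeing the values, gave 8, with 7 higher and 1 lower (Rpl34-ps1, named after its value was seen). In M 5XFAD NX vs M 5XFAD CIH, 0 genes were DEGs (473 at an unadjusted p below 0.05), against the paper's 1. DESeq2 and the likelihood ratio test, both set before the data were examined, gave 1 (Tcap), and the other alternatives gave 0.

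In females, 759 DEGs were shared between the genotype comparisons, against the paper's 1442, 110 were called under NX only, against the paper's 571, and 1173 under CIH only, against the paper's 530. Of the alternatives set before the data were examined, leaving out F 5XFAD NX 4 closed all 3 gaps (1394, 486 and 538). FDR 0.05 alone (1878), DESeq2 (1003), the likelihood ratio test (979) and all 4 groups in one fit (1063) closed that of the shared genes, and limma on log2(FPKM + 1) that of the genes under CIH only (650). The others closed none. Run on the study's samples, a setting chosen after seeing the values, the likelihood ratio test gave 1429, 540 and 534.

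The log2FC of Ptpn5 in 5XFAD NX vs 5XFAD CIH females was 0.76, against the paper's 3.42. Of the alternatives set before the data were examined, leaving out F 5XFAD NX 4 (3.43) closed the gap and the others did not. A likelihood ratio test on the study's samples, chosen after seeing the values, gave 3.418 and called it a DEG.

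The paper lists Ccl5 among the genes lower in WT CIH males. Here its log2FC was −1.18 with an adjusted p of 0.0515 from edgeR, and DESeq2 (0.0215), the likelihood ratio test (0.029), no filter on low counts (0.000261), at least 10 counts in every sample (0.0419) and leaving out M WT NX 1, M WT NX 3 or M WT CIH 1 called it. The paper lists Erdr1_1 as lower in WT CIH females. It was called with no filter on low counts (adjusted p = 0.00588) and with the likelihood ratio test on the study's samples (0.029), chosen after seeing the values. The paper also lists LOC118568479 and Rn7sk as changed by CIH in females. No setting run here called them, with adjusted p-values from 0.0519 to 1 for LOC118568479 and from 0.122 to 1 for Rn7sk.

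The paper states that disease-associated genes rose less with genotype under CIH than under NX in males. Here the genotype effect was larger under CIH for 31 of the 33 DAM genes, with a median difference of 0.74. The paper states that no gene called only under NX in males was lower in 5XFAD. Here 174 of 335 were. For the CIH comparison in 5XFAD females, the paper's text and its Table 1 give opposite numbers of higher and lower genes, and the direction of the text was used.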

Other observations

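The tests on F WT NX 1 and LOC118568479 were chosen only after the results were seen, and so were the counts over splits for WT NX vs 5XFAD NX females, the male interaction and the genes called in one genotype comparison only. Over splits of the samples into groups of the same sizes, 3 of the 100 splits drawn for F WT NX vs F 5XFAD NX gave as many genes past the thresholds as the 869 of the real one, which is counted among them, and the largest other count was 1982. For F WT CIH vs F 5XFAD CIH, M WT NX vs M 5XFAD NX, M WT NX vs M WT CIH and M WT CIH vs M 5XFAD CIH, 1 of the 100 splits, the real one, did (largest other counts 27, 0, 171 and 0).

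Where no gene passed the thresholds, genes at an unadjusted p below 0.05 were counted. As many as the 565 of F WT NX vs F WT CIH were given by 49 of the 100 splits, as the 470 of F 5XFAD NX vs F 5XFAD CIH by 49, as the 473 of M 5XFAD NX vs M 5XFAD CIH by 37, as the 622 of the sex difference in 5XFAD by 25 and as the 589 of the female interaction by 48. As the 3857 of the male interaction, 2 of the 100 splits gave as many. The larger number of genes called in one genotype comparison only, 1173 in females and 1875 in males (both under CIH), was reached by 26 and 2 of the 100 splits of the treatment labels within genotypes.

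F WT NX 1, which the paper's list for WT NX vs WT CIH left out, had the highest DAM score of its group (8.40, others 6.81 to 7.16), with 779.4 CPM of Gpnmb against a mean of 1.19 in the other 3. A hypothesis was that it holds RNA of a 5XFAD animal. Every gene that is higher in 5XFAD would then imply the same share. Over the 28 DAM genes more than 3 times higher in 5XFAD NX without F 5XFAD NX 4, the implied share had a median of 6.10% (quartiles 2.34 and 38.5%), from −1.61% to 423.9% (Lgals3), and Cst7 implied 0.241%. The shares differ by more than a mixture allows, which argues against it. The design names no biological difference within the group, and none was tested.

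LOC118568479, which the paper names as higher in WT CIH females, was at 44.5 to 273.8 CPM in the 6 female libraries with 190 to 989 olfactory and vomeronasal receptor genes detected, and at 1.31 to 10.9 CPM in the 13 with 34 to 107. Over the 6 libraries, chosen by a limit of 150 receptor genes, its CPM followed the number of receptor genes (Spearman's rho = 1, exact permutation p = 0.00278; Pearson's r 0.984, and 0.988 without the 2 libraries farthest from the median). Over the other 13, rho was 0.479 (permutation p = 0.1) and r 0.806, or 0.234 without 2. Genomic DNA in some libraries is a candidate source of its reads (rho of 1 over 6 libraries). Of the 6, 3 were WT CIH, 2 were 5XFAD CIH and 1 was 5XFAD NX, and an effect of CIH on this locus stays open.

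The other lists are given as medians of log2FC in the order WT NX vs 5XFAD NX and WT CIH vs 5XFAD CIH, first in females, then in males, with adjusted p-values from fry in the same order. Homeostatic genes were at −0.52, −0.60, −0.61 and −0.38 (0.00134, 6.41e-06, 0.000155 and 0.000255; 12, 11, 12 and 10 of 13 lower), hypoxia genes at 0.82, 1.22, 1.02 and 1.08 (0.17, 6.41e-06, 0.000149 and 0.000105; 12, 12, 13 and 12 of 13 higher), and interferon genes at 1.53, 1.36, 1.29 and 1.85 (0.0415, 0.00165, 0.000216 and 0.000124). Border macrophage genes were at −1.31, −1.10, −1.095 and −0.51 (0.0162, 0.0162, 0.000595 and 0.0677; 7 of 7 lower in each). Ribosomal protein genes were at 0.94, 1.30, 0.97 and 2.00 (0.132, 0.000649, 0.0896 and 0.000216) and mitochondrially encoded genes at 0.53, 1.01, 0.64 and 1.37 (0.0652, 0.000595, 0.0339 and 0.000335). Oligodendrocyte genes were at −0.62, 0.59, 1.07 and 0.00792 (0.446, 0.419, 0.0792 and 0.384), erythroid genes at −1.74, −0.90, −1.48 and −0.19 (0.292, 0.586, 0.0946 and 0.718), neuron genes at −0.64, −0.17, −0.24 and 0.0477 (0.342, 0.924, 0.647 and 0.924), astrocyte genes at 0.29, 0.92, 1.57 and 0.12 (0.846, 0.15, 0.0162 and 0.523), dissociation genes at 0.44, −0.0683, −0.59 and −0.28 (0.137, 0.784, 0.0162 and 0.627) and solute carriers at −0.0245, 0.0411, 0.0258 and −0.0136 (0.751, 0.0162, 0.148 and 0.548). Structural RNA, tested in females under NX, was at 5.50 (0.342), with 3 of 3 genes higher.

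Between NX and CIH, in the order F WT, F 5XFAD, M WT and M 5XFAD, homeostatic genes were at 0.00606, −0.0589, −0.18 and 0.0254 (fry adjusted p = 0.871, 0.282, 0.00289 and 0.871) and hypoxia genes at −0.37, 0.0619, −0.0241 and −0.0235 (0.279, 0.875, 0.871 and 0.761). Ribosomal protein genes were at −0.12, 0.20, −0.73 and 0.27 (0.527, 0.567, 0.00179 and 0.523; 76 and 83 genes lower in WT females and WT males) and mitochondrially encoded genes at −0.34, 0.15, −0.63 and 0.0404 (0.0339, 0.523, 0.0162 and 0.93; 12 of 12 lower in WT of both sexes). Dissociation genes were at 0.12, −0.23, −0.21 and 0.58 (0.875, 0.523, 0.682 and 0.17; 14 of 14 higher in 5XFAD males), oligodendrocyte genes at −0.62, 0.23, 0.74 and −0.38 (0.333, 0.704, 0.527 and 0.523) and erythroid genes at −0.18, 0.53, −0.82 and 0.56 (0.912, 0.523, 0.279 and 0.516). Structural RNA in 5XFAD females was at −3.67 (0.385; 3 of 3 lower), and sex-linked genes in males at 0.65 in WT (0.00134; 4 of 4 higher) and −0.10 in 5XFAD (0.901).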
